# Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender

**DOI:** 10.1186/gb-2007-8-11-r234

**Published:** 2007-11-07

**Authors:** Xiangru Xu, Ming Zhan, Wenzhen Duan, Vinayakumar Prabhu, Randall Brenneman, William Wood, Jeff Firman, Huai Li, Peisu Zhang, Carol Ibe, Alan B Zonderman, Dan L Longo, Suresh Poosala, Kevin G Becker, Mark P Mattson

## Abstract

**Background:**

The structural and functional complexity of the mammalian central nervous system (CNS) is organized and modified by complicated molecular signaling processes that are poorly understood.

**Results:**

We measured transcripts of 16,896 genes in 5 CNS regions from cohorts of young, middle-aged and old male and female mice that had been maintained on either a control diet or a low energy diet known to retard aging. Each CNS region (cerebral cortex, hippocampus, striatum, cerebellum and spinal cord) possessed its own unique transcriptome fingerprint that was independent of age, gender and energy intake. Less than 10% of genes were significantly affected by age, diet or gender, with most of these changes occurring between middle and old age. The transcriptome of the spinal cord was the most responsive to age, diet and gender, while the striatal transcriptome was the least responsive. Gender and energy restriction had particularly robust influences on the hippocampal transcriptome of middle-aged mice. Prominent functional groups of age- and energy-sensitive genes were those encoding proteins involved in DNA damage responses (Werner and telomere-associated proteins), mitochondrial and proteasome functions, cell fate determination (Wnt and Notch signaling) and synaptic vesicle trafficking.

**Conclusion:**

Mouse CNS transcriptomes responded to age, energy intake and gender in a regionally distinctive manner. The systematic transcriptome dataset also provides a window into mechanisms of age-, diet- and sex-related CNS plasticity and vulnerability.

## Abstract 2

The transcriptional profiles of five regions of the central nervous system (CNS) of mice varying in age, gender and dietary intake were measured by microarray. The resulting data provide insights into the mechanisms of age-, diet- and gender-related CNS plasticity and vulnerability in mammals.

## Background

The molecular mechanisms that determine differences in structure and function among regions of the central nervous system (CNS), and their modification by internal and external environmental factors during adult life are poorly explored. CNS regions that mediate sensory and motor functions, such as the spinal cord, striatum and cerebellum, evolved before regions that mainly mediate higher cognitive functions and emotional behaviors, such as the hippocampus and cerebral cortex [1,2]. The cells of each CNS region exhibit distinct structural and neurochemical phenotypes, and electrochemical properties that presumably result from the differential expression of genes in the resident cells. Additional complexity arises from the influences of factors such as sex hormones [3], energy intake and expenditure [4], and genetic and environmental factors that affect susceptibility to aging and disease [5]. The development of technology for the simultaneous measurement of most of the mRNAs encoded by the mouse and human genomes has led to efforts to establish the transcriptomes of tissues and cells under various physiological and pathological conditions [6].

Aging in mammals is a complex and slowly progressive process that adversely affects all organ systems, resulting in morbidity and culminating in death. Because aging is the major risk factor for major CNS disorders, such as Alzheimer's and Parkinson's diseases, stroke and amyotrophic lateral sclerosis, an understanding of the molecular changes that occur during aging may reveal approaches for preventing or delaying these disorders. In this regard, it has been established that dietary energy (caloric) restriction (CR) can extend lifespan and reduce the incidence of age-related diseases [7]. CR may also protect the nervous system against age-related disease by decreasing oxidative damage to proteins, nucleic acids and lipids, and by enhancing cellular stress resistance [8]. Moreover, the CNS may control the aging process and the responses to CR that extend lifespan [9]. Effects of age and CR on gene expression in rodents have been reported for several different tissues [10-13], but were limited to experimental designs that included only two ages (young and very old), a single gender (males), no or low statistical power, and the use of arrays that included relatively small numbers of genes.

To establish the molecular basis of aging, and tissue- and gender-specific differences in cellular responses to aging, the National Institute on Aging undertook the AGEMAP (Atlas of Gene Expression in Mouse Aging Project), a comprehensive analysis of the effects of aging, CR and gender on gene expression in tissues throughout the body. Here we report the results of the CNS component of AGEMAP in which the expression levels of 16,896 genes were determined in a statistically powerful study design that included RNA samples isolated from 5 different CNS regions of male and female mice of 3 different ages (6, 16 and 24 months) that had been maintained on either normal or reduced energy diets. Five CNS regions were selected for analysis because of their well-established functions and/or their involvement in age-related diseases: cerebral cortex (sensory-motor integration and cognition; Alzheimer's disease and related dementias); hippocampus (learning and memory; Alzheimer's disease and epilepsy); striatum (control of body movements; Huntington's and Parkinson's diseases); cerebellum (coordination and balance; ataxias); spinal cord (reflexes, sensory and motor information transfer; amyotrophic lateral sclerosis).

## Results

### Different regions of the CNS exhibit unique transcriptomes that are independent of gender, age and energy intake

The design of our study (Table 1) provided the opportunity to establish whether each region of the CNS exhibits a unique pattern of gene expression. Gene expression profiles were generated for each of the five brain regions (5 mice × 3 ages × 2 genders × 2 diets), resulting in a total of more than five million data points (GenBank: GSE8426). 

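The hippocampal part of these profiles comprised 67 arrays, 1 per mouse. Of these, 57 were from mice of the 3 ages of Table 1, with 5 mice in each age, diet and sex group except 4 males at 6 months and 3 males at 24 months on CR. The other 10 were from mice 17 to 44 days old fed ad libitum (AL), an age that Table 1 does not list. The labels give 673 days for all 3 males on CR at 24 months and 703 to 743 days for the other mice of that age. Each array carried 8448 features, which is 50% of the 16896 clones on the paper's array. A single gene was listed for 4875 features, several genes for 224 and no gene for 3349. The authors hybridized radiolabelled cDNA to nylon filters, read the spots and deposited 1 z-score per feature and array, so that every array has a mean of 0 and a standard deviation of 1. Array medians lay between -0.03 and 0.04, and the number of arrays limits the precision.
Groups were compared with limma, 12 age, diet and sex groups being fitted together, with Benjamini-Hochberg adjusted p-values over all 8448 features. The study's own rule was applied beside it: a z-ratio of at least 1.5 in size, an unadjusted p under 0.05 and a mean z-score above 0 in the 2 conditions. The p-value of the rule was taken from the same limma fit, and the 2-way ANOVA that the paper adds as a last step was not applied. Below, "called" means called by this rule, and a difference is in z-score units with the sexes weighted equally. A male and a female on CR at 16 months had arrays that correlated at 0.9991, against a median of 0.9797 over the 2211 pairs of arrays. This pair was treated as 1 array whose sex was left open, which leaves 56 arrays and 9 for CR at 16 months.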

A principal components analysis (PCA) of all array data revealed distinct patterns of gene expression for each CNS region (Figure 1a). These region-specific patterns were independent of age, gender and diet. We next employed PCA to evaluate the transcriptome differences between CNS regions compared to a non-CNS tissue, the lung. As expected, the CNS regional transcriptomes are more similar to each other than they are to the lung, a tissue composed of cell types distinct from neurons and glia (Figure 1b).

**Table 1:** Experimental design

6 months old				16 months old				24 months old			
		
AL		CR		AL		CR		AL		CR	
M	F	M	F	M	F	M	F	M	F	M	F
5	5	4	5	5	5	5	5	5	5	3	5

AL, *ad libitum*; CR, caloric restriction; F, female; M, male.

**Figure 1:**
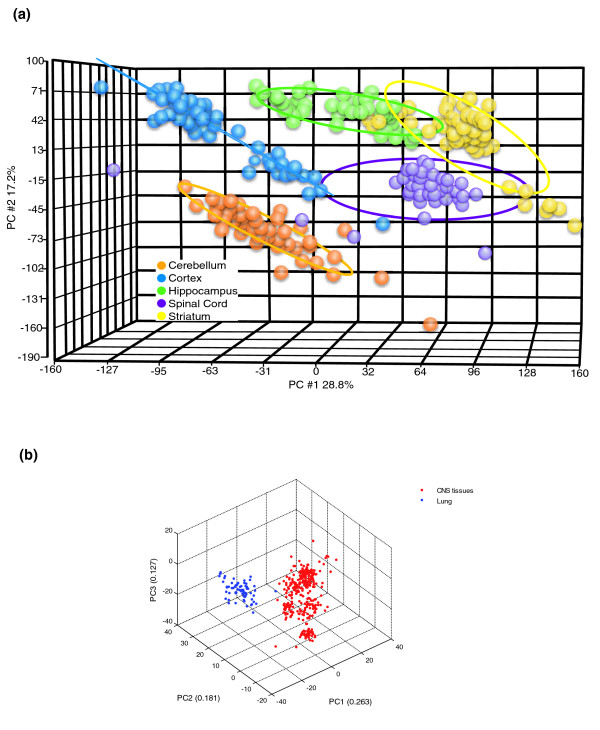
CNS region-specific gene expression patterns. **(a) **PCA of transcriptomes of the indicated CNS regions inclusive of all ages, diets and genders. The results show that each region of CNS has its own molecular signature that is independent of age, diet and gender. **(b) **PCA of transcriptomes of the CNS regions and non-CNS region (lung) inclusive of all ages, diets and genders.

### Age-related patterns of gene expression differ among brain regions

Previous studies of the effects of aging on gene expression in the brain typically compared only two age groups (young and old) and examined only one or two brain regions and one gender, rendering the interpretation of the results problematic in regards to whether differences between young and old animals are the result of the aging process or, instead, represent changes associated with maturation or plasticity [11-13]. To address this issue we determined the transcriptome of each CNS region for mice of three different ages (6, 16 and 24 months). For a given gene, six patterns of significant change in expression (increased or decreased) are possible during the two age intervals (6-16 months and 16-24 months): pattern 1, no change, no change; pattern 2, no change, change; pattern 3, change, change in opposite direction; pattern 4, change, reversion; pattern 5, change, continued change in same direction; pattern 6, change, no change (Figure 2a). The expression level of about 90% of the genes on the array was statistically unaffected by age. 

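In hippocampus of AL mice, the genes with the largest differences between ages included Homer2, a postsynaptic scaffold, and Xrcc6, a DNA-end-binding repair protein, which were higher at 16 than at 6 months. Xrcc6 had a z-score of 0.62 ± 0.19 (SD, n = 10) at 16 months and 0.39 ± 0.21 (SD, n = 10) at 6 months. Homer2 and Xrcc6 are adjacent features (15109 and 15108). Tnrc6a (15064), Nme6 (15065), Pcolce (15127) and Uri1 (15147), also higher at 16 months, have close feature numbers. Nadk (16888), Smc1b (16341), Tars (12598) and Ifitm2 (13670), also higher, lay further off. A shared effect of array position was not tested. Ppp1r7, a phosphatase regulator, and Sod2, the mitochondrial superoxide dismutase, were lower at 16 months, Sod2 by a difference of -0.21 (standard error 0.092). The largest difference, that of Nadk, was 0.49 with all mice and 0.075 without the 6M AL male replicate AMC135.
Neither interval called 7995 of the 8448 features, which is 94.6%. With limma, 0 features passed an adjusted p of 0.05 from 6 to 16 months or from 16 to 24 months, and 1263 and 389 features had an unadjusted p under 0.05. Chance alone gives 422 features at that level. In simulated data the 16 to 24 month comparison recovered 50.0% of 200 features changed by 0.2 z and 97.5% of those changed by 0.4 z.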

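In the hippocampus, genes without a call from 6 to 16 months but with one from 16 to 24 months were mostly lower in old age. They included Kif3a, a kinesin motor subunit, Olfm1, a secreted neuronal glycoprotein, and Tfb1m, a mitochondrial rRNA methyltransferase. Olfm1 had a z-score of 0.21 ± 0.10 (SD, n = 10) at 16 months and 0.01 ± 0.09 (SD, n = 10) at 24 months. Of the features in this pattern 16 were higher and 78 lower at 24 months.
Pattern 2 held 94 features, or 20.8% of the features called in either interval, and pattern 6 held 318, or 70.2%. The share of pattern 2 lay between 11.9% and 41.0% when each mouse was left out in turn, the highest without the 6M AL male replicate AMC50 and the lowest without the 16M AL female replicate AMC46.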

For most brain regions, more than half of the genes whose expression level changed significantly with age followed pattern 2. Overall, the least common pattern of gene expression change with age was pattern 3, indicating that it is very rare for the expression level of a gene to increase from young to middle age and then decrease from middle to old age, or vice-versa. However, in contrast to the other four regions, the striatum was notable for a relatively high percentage of genes that followed pattern 3, suggesting a dramatic switch in the regulation of these genes during the transition from middle to old age. 

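No hippocampal feature had a call in one direction from 6 to 16 months and then passed beyond its young level in the other direction by 24 months. Genes with opposite calls in the 2 intervals, such as Pask, a nutrient-sensing kinase, and Etfdh, which passes electrons from fatty acid oxidation to ubiquinone, were near their young level again at 24 months. Etfdh had a z-score of 0.33 ± 0.12 (SD, n = 10) at 6 months and 0.16 ± 0.15 (SD, n = 10) at 16 months. Its mean at 24 months was 0.29 ± 0.14 (SD, n = 10).
Pattern 3 and pattern 5 each held 0 features by the study's rule, while pattern 4 held 41.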

Another outlier in the rank order of frequency of the age-related gene expression patterns was the cerebellum, whose transcriptome was quite plastic from young to middle age and stable thereafter, in contrast to the cortex, hippocampus and spinal cord for which transcriptomes changed most from middle to old age (Figure 2a).

**Figure 2:**
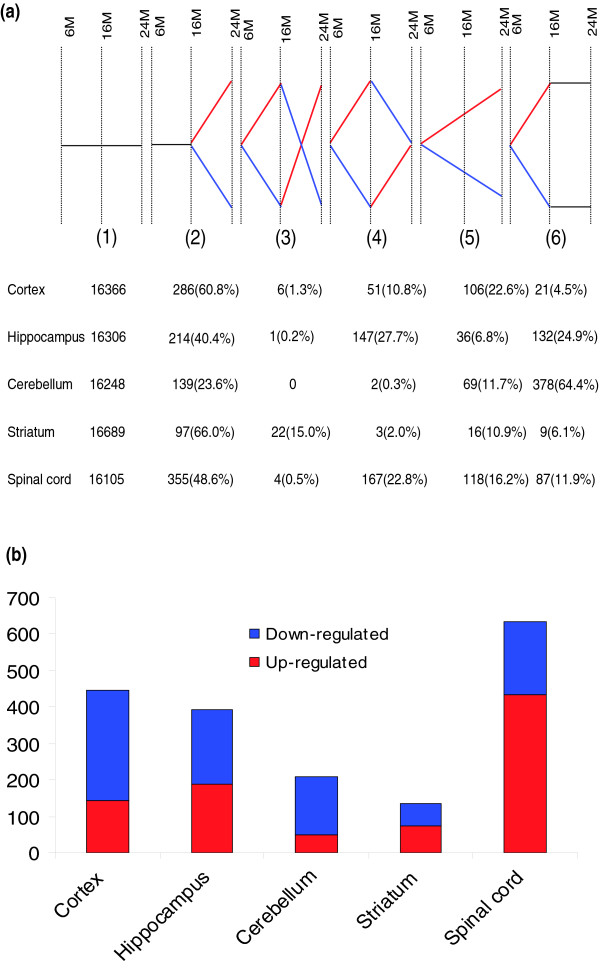
CNS age-related gene expression patterns. **(a) **For any given gene there are six possible patterns of gene expression from young to middle-aged to old. For approximately 95% of the genes, there was no significant change (*p *< 0.05 and Z-ratio ≥ 1.50 or ≤ -1.50) in expression across ages (pattern 1). For most CNS regions, pattern 2 (change from middle-aged to old) was the most common. Red, upregulated; blue, downregulated. **(b) **Comparison of the numbers of genes that were significantly affected by age in each CNS region. The transcriptomes of the cortex, hippocampus and spinal cord were the most responsive to age, while the transcriptome of the striatum was stable over time. The spinal cord transcriptome was remarkable for the large number of genes significantly upregulated with advancing age, in contrast to other CNS regions in which most genes were downregulated with advancing age. Gene lists are in Table S2a,b in Additional data file 1.

The gene lists for patterns 2-6 include genes in a range of functional categories (Tables S2aP2-S2aP6 in Additional data file 1). Among the six patterns of gene expression, we considered only those patterns in which a significant change occurred between middle and old age as aging-associated genes (AAGs; patterns 2-5); genes that did not change between middle and old age (patterns 1 and 6) were considered unlikely to be involved in the aging process. The numbers of AAGs differed by five-fold among CNS regions (Figure 2b). Surprisingly, the spinal cord exhibited the most AAGs, with more than 600 genes affected. The cortex and hippocampus were next in line (more than 400 genes), followed by the cerebellum and striatum with less than 200 genes each. The percentage of all genes that were AAGs ranged from 0.8% in the striatum to 3.8% in the spinal cord (cortex, 2.6%; hippocampus, 2.3%; cerebellum, 1.2%). 

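Among the hippocampal AAGs were genes for the ribosomal proteins Rps14 and Rps7, the respiratory chain subunit Ndufa13 and the proteasome activator subunit Psme1, all lower at 24 than at 16 months. Ndufa13 had a z-score of 0.55 ± 0.10 (SD, n = 10) at 16 months and 0.39 ± 0.17 (SD, n = 10) at 24 months. Etfdh and Fis1, which acts in mitochondrial fission, were among those higher at 24 months. The difference of Fis1 was 0.14 (standard error 0.066).
From 16 to 24 months 135 features were called, or 1.60% of the array part. Of 100 relabellings of age within sex, the real one included, 36 called as many features. With the mean z-score of features with no gene listed as a covariate, an alternative chosen after the data were seen, the rule called 64 features, 25 of them among the 135. Without the 24M AL male replicate AMC119 the count was 214, and without the 24M AL male replicate AMC118 it was 72.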

The spinal cord was remarkable for the high number of AAGs that were upregulated (more than two-thirds of total AAGs); in contrast to the other regions for which far fewer AAG were upregulated (Table S2b in Additional data file 1). More AAGs were downregulated in the cortex and hippocampus than in the other CNS regions.

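The hippocampal AAGs lower at 24 months included Actg1, a cytoplasmic actin, Stmn1, a regulator of microtubules, Hspa9, a mitochondrial chaperone, and Cltc, the clathrin heavy chain. Actg1 had a z-score of 1.04 ± 0.08 (SD, n = 10) at 16 months and 0.87 ± 0.16 (SD, n = 10) at 24 months. Kif3a was at 1.49 ± 0.23 (SD, n = 10) at 16 months and 1.23 ± 0.24 (SD, n = 10) at 24 months, and 1 of its other features went the opposite way. Rab27a, a GTPase of vesicle docking, and Brd3, a reader of acetylated histones, were higher by 0.16 and 0.15. Of the other 2 features of Brd3, 1 was higher and 1 lower.
Of the 135 called features, 53 were higher and 82 lower at 24 months. A gene was listed for 75.6% of the lower and 39.6% of the higher features.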

To provide insight into the biological processes affected by aging, we placed AAGs into 17 functional classes (Figure 3). Among the different functional classes, genes encoding proteins involved in transcriptional regulation, protein synthesis and degradation and signal transduction were the most responsive to aging across brain regions (Table S3 in Additional data file 1). 

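In the hippocampus, 46 of 53 measured genes for cytosolic ribosomal proteins were lower at 24 than at 16 months, with a mean difference of -0.053. The list stood apart from the other features with camera at a preset correlation (adjusted p = 1.8e-08), and had an adjusted p = 0.44 with an estimated correlation. Translation factors were lower in 17 of 25 genes (camera adjusted p = 0.047, and adjusted p = 0.44 with an estimated correlation). An alternative chosen after the data were seen took only features with a gene as background. The camera adjusted p was then 0.3 for translation factors and 7.2e-06 for ribosomal proteins. With 1 feature per gene these were 0.14 and 2.7e-05. Of 54 ubiquitin-proteasome genes 37 were lower (camera adjusted p = 0.074), and Uchl1 and Psme1 were called. Of 26 genes for histones and chromatin proteins 22 were lower (camera adjusted p = 0.051), and Hdac11, a histone deacetylase, was called. The 30 measured Wnt signalling genes were lower in 19 cases and none was called.
No member of these 5 lists passed an adjusted p of 0.05 from limma over the list alone. All 32 tested lists had been fixed before the values were seen, and 7 of them passed camera with the preset correlation.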

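Of 22 hippocampal genes for synaptic vesicles and transmission, 12 were lower and 10 higher at 24 than at 16 months, with a mean difference of -0.011. Cltc was the only called member, with a z-score of 0.69 ± 0.09 (SD, n = 10) at 16 months and 0.57 ± 0.16 (SD, n = 10) at 24 months. Among 12 genes for calcium and calmodulin signalling 10 were lower (camera adjusted p = 0.0049, and adjusted p = 0.44 with an estimated correlation), none of them called. For this list the camera adjusted p was 0.11 with 1 feature per gene. It was 0.043 with only features with a gene as background, chosen after the data were seen. Of 17 genes of insulin, mTOR and energy sensing 9 were lower and 8 higher, with no call. The list of synaptic genes had a camera adjusted p of 0.51 and that of insulin and mTOR genes 0.66.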

Genes involved in cell cycle regulation, and growth factor and synaptic signaling were relatively unresponsive to aging. The spinal cord was notable in that most AAGs were upregulated across functional categories, in contrast to the other CNS regions (Figure 3). For most functional categories more genes were upregulated than were downregulated during aging in the spinal cord and striatum, whereas more genes were downregulated in the cortex, hippocampus and cerebellum (Figure 3; Table S3b in Additional data file 1). 

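In the hippocampus the gene lists leaned the same way from 16 to 24 months. More members were lower than higher in 28 of 32 lists. Cytoskeleton genes were lower in 21 of 26 cases, Kif3a, Actg1 and Stmn1 being called (camera adjusted p = 0.047, and adjusted p = 0.44 with an estimated correlation). Hypoxia response genes were lower in 5 of 6 cases with the same p-values, and P4ha1, a collagen prolyl hydroxylase, was called. All 8 blood marker genes were lower (camera adjusted p = 1.8e-08, and adjusted p = 0.44 with an estimated correlation). An alternative chosen after the data were seen took only features with a gene as background. The camera adjusted p was then 0.3 for cytoskeleton, 0.15 for hypoxia response and 1.4e-06 for blood markers. With 1 feature per gene these were 0.026, 0.13 and 0.13. Microglia, complement and MHC markers were split evenly, 5 higher and 5 lower.
Over the same mice, the mean z-score of the 3349 features with no gene listed was 0.068 ± 0.010 (SD, n = 10) at 16 months and 0.085 ± 0.026 (SD, n = 10) at 24 months (exact permutation test, 2-sided, p = 0.063, 0.17 after adjustment over 8 comparisons). From 6 to 16 months the lists leaned the other way, with more members higher in 27 of 32. The AL mice of 16 months enter both intervals, so an opposite lean can arise without any change. With relabelled ages the differences of the intervals correlated across features at a median of -0.52. No conclusion is drawn from the opposite lean.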

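Of 41 oxidative phosphorylation genes in hippocampus of AL mice, 34 were lower at 24 than at 16 months, with a mean difference of -0.049 (camera adjusted p = 8.8e-05, and adjusted p = 0.44 with an estimated correlation; fry adjusted p = 0.28). Ndufa13 alone was called. Of 25 genes for mitochondrial transport, import and the TCA cycle 19 were lower (camera adjusted p = 0.072). Tfb1m, which methylates mitochondrial rRNA, had a z-score of 0.39 ± 0.08 (SD, n = 10) at 16 months and 0.19 ± 0.15 (SD, n = 10) at 24 months (exact permutation test, 2-sided, p = 0.0011, 0.016 after adjustment over 15 genes). Glycolysis genes were lower in 8 of 13 cases and fatty acid oxidation genes in 9 of 12, with camera adjusted p-values of 0.44 and 0.28.
At 16 months the oxidative phosphorylation genes had been higher than at 6 months in 30 of 41 cases (camera adjusted p = 0.15), and between 24 and 6 months 17 were higher and 23 lower (camera adjusted p = 0.34). The AL mice of 16 months enter both intervals here too, so opposite directions can arise without any change. From its Figure S1, the paper states that reduced expression of energy metabolism genes is common to aging in the CNS regions it examined.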

A decline in the expression of energy metabolism genes (those involved in mitochondrial function and glucose metabolism) is a shared feature of aging in all CNS regions examined (Figure S1 in Additional data file 1). This is consistent with other data suggesting that downregulation of mitochondrial gene expression may be central to the process of aging in the CNS [14].

**Figure 3:**
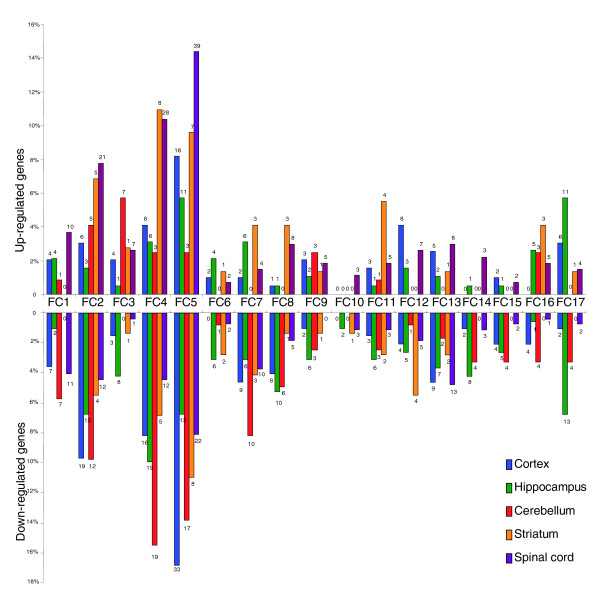
Functional categorization of CNS age-related genes. Numbers above bars are the actual numbers of genes affected by aging in that gene category/CNS region. Functional categories (FC): FC1, DNA damage and repair; FC2, transcription regulators; FC3, RNA editing/processing; FC4, protein synthesis/degradation; FC5, signal transduction; FC6, growth factors and signaling; FC7, channels and transporters; FC8, cytoskeleton; FC9, trafficking; FC10, other synaptic function related ; FC11, stress response; FC12, immune responsive; FC13, mitochondrial function; FC14, cell cycle; FC15, glucose metabolism; FC16, lipid metabolism; FC17, amino acid metabolism. Gene lists are in Table S3 in Additional data file 1.

### Transcriptome responses to caloric restriction are CNS region- and age-specific

Fewer than 0.5% of the genes in any of the CNS regions examined were significantly affected by CR, and the effects of CR on these genes did not exhibit a progressive change from young to old animals (Table 2; Table S1 in Additional data file 1). However, several interesting findings were evident in the analysis of age- and region-specific transcriptome responses to CR. Relatively few genes in any brain region were responsive to CR in six-month-old mice (Figure 4a; Table S4a-6M in Additional data file 1). 

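In 6-month-old mice, Jag1, a ligand of Notch receptors, and Eif4e2, a cap-binding protein, were higher in hippocampus on CR, and Golim4, a Golgi membrane protein, and Nfatc4, a calcineurin-dependent transcription factor, were lower. Jag1 had a z-score of 0.13 ± 0.10 (SD, n = 9) on CR and 0.01 ± 0.08 (SD, n = 10) on AL (exact permutation test, 2-sided, p = 0.019, 0.28 after adjustment over 15 genes). Golim4 was at 0.83 ± 0.19 (SD, n = 9) on CR and 1.05 ± 0.14 (SD, n = 10) on AL. Eif4e2, Jag1, Txndc17 and Kat6a, all higher on CR, had feature numbers from 15057 to 15158. Golim4, Nfatc4, Thg1l and Ssbp1, all lower, had feature numbers from 9577 to 9710. Polr3f (15599), also higher, and Thap2 (13406) and Adnp2 (9115), also lower, lay further off. Whether features with close numbers share an effect of array position was not tested. None of 32 gene lists passed camera; ribosomal protein genes were higher in 30 and lower in 23 cases.
The study's rule called 36 features, or 0.43%. With limma 0 features passed an adjusted p of 0.05 and 102 had an unadjusted p under 0.05. The count was 104 without the 6M AL male replicate AMC50 and 11 without the 6M CR female replicate AMC33. It was 111 with the mean z-score of features with no gene listed as a covariate, chosen after the data were seen.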

Across ages, the transcriptomes of cells in the striatum and cerebellum were insensitive to CR, while cells in the other three brain regions were significantly more responsive to CR. The transcriptome of the hippocampus exhibited a dramatic increase in sensitivity to CR in middle-aged mice compared to young or old mice, with most of the affected genes exhibiting upregulation (Figure 4a; Table S4a-16M in Additional data file 1). 

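In 16-month-old mice on CR, Banp, a nuclear matrix protein, Zfp9, a zinc finger protein, and Sod2 were higher in hippocampus than on AL. Zfp9 had a z-score of 1.25 ± 0.21 (SD, n = 9) on CR and 0.94 ± 0.15 (SD, n = 10) on AL, and the difference of Sod2 was 0.29 (standard error 0.095). Ube2g2, a ubiquitin-conjugating enzyme, Homer2, and Atp5e, an ATP synthase subunit, were lower, Atp5e by a difference of -0.22 (standard error 0.070), while Atp5g1, another subunit of that enzyme, was higher by 0.23 (standard error 0.081). By lists, 42 of 54 ubiquitin-proteasome genes were lower on CR (camera adjusted p = 0.025, and adjusted p = 0.63 with an estimated correlation). The same held for 33 of 41 oxidative phosphorylation genes (camera adjusted p = 0.020), 44 of 53 ribosomal protein genes (camera adjusted p = 0.024) and 7 of 8 blood markers (camera adjusted p = 0.033), each with an adjusted p = 0.63 with an estimated correlation. More members were lower on CR in 29 of all 32 lists. With only features with a gene as background, an alternative chosen after the data were seen, the 4 lists had camera adjusted p-values of 0.20 to 0.21.
The rule called 661 features, 559 higher and 102 lower on CR, and a gene was listed for 30.8% of the higher and 65.7% of the lower ones. With limma, the splicing factor gene Dazap1 alone passed an adjusted p of 0.05 (difference -0.28, adjusted p = 0.016); it was singled out after its values were seen. The number that passed was 752 with the title-number cycle as a block, 2489 with array weights, 732 with only features with a mean z-score above 0 and 552 with only the arrays of the groups compared. At an adjusted p under 0.10 there were 1216 higher and 828 lower features, and 2949 had an unadjusted p under 0.05. The number at 0.05 ranged from 0 to 1977 when each mouse was left out in turn, the highest without the 16M CR female replicate AMC104. The mean z-score of features with no gene listed was 0.097 ± 0.027 (SD, n = 9) on CR and 0.068 ± 0.010 (SD, n = 10) on AL (exact permutation test, 2-sided, p = 0.0064, 0.051 after adjustment over 8 comparisons). With that mean as a covariate, an alternative chosen after the data were seen, the rule called 131 features. The same covariate gave 111 calls at 6 months and 53 at 24 months, against 36 and 16 without it. The effect of CR itself did not differ between 16 and 6 months for any feature at an adjusted p of 0.05 from limma (0 features, 1350 at an unadjusted p under 0.05), nor between 16 and 24 months (0 features, 477 unadjusted). The paper reports, with its Figure 4a, that the hippocampus was far more sensitive to CR in middle age than in youth or old age.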

The transcriptome of the spinal cord exhibited a progressive increase in sensitivity to CR with increasing age, with most genes being downregulated in middle and old age (Tables S4a-16M and S4a-24M in Additional data file 1). Genes in multiple functional categories were affected by CR in mice of each age, with those involved in amino acid and lipid metabolism, and signal transduction being notable for their responsiveness to age in all five CNS regions (Figure 4b). Interestingly, across CNS regions most CR-responsive genes are downregulated in young mice and upregulated in middle-aged mice; the CNS transcriptomes of old mice exhibited more variability among regions, suggesting impaired control of CNS region-specific processes. We next identified age-sensitive genes in each CNS region for which the effect of aging was negated by CR. In general, CR prevented age-dependent changes in the expression of only a small percentage of genes in each CNS region (Figure 4c; Table S4c in Additional data file 1). 

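Tfb1m (feature 11956) was among the hippocampal AAGs with an opposite difference under CR at 24 months. It was lower at 24 than at 16 months on AL by a difference of -0.20 (standard error 0.057) and higher on CR than on AL at 24 months by 0.14 (standard error 0.062). Its z-score was 0.32 ± 0.09 (SD, n = 8) on CR and 0.19 ± 0.15 (SD, n = 10) on AL at 24 months (exact permutation test, 2-sided, p = 0.051, 0.29 after adjustment over 15 genes). At 16 months it was lower on CR than on AL, by a difference of -0.15 (exact permutation test, 2-sided, p = 0.011, 0.080 after adjustment over 15 genes). Marcks (feature 16330), which the paper also lists as reverted by CR, was called lower at 24 than at 16 months on AL. Its difference of 0.11 with CR at 24 months was not called (exact permutation test, 2-sided, p = 0.058, 0.29 after adjustment over 15 genes). The other Marcks feature (9357) had a higher mean z-score, 1.11 against 0.454. It differed by -0.001 from 16 to 24 months on AL and by 0.001 with CR at 24 months. Olfm1 (feature 11910) and Actg1 (11931), also lower at 24 months on AL, have feature numbers close to that of Tfb1m. So have Slk (11934) and Gspt1 (12000), also higher on CR at 24 months. Kif3a (10823) and Rnf114 (15826), also lower with age, and Arnt (14631), also higher on CR, lay further off. A shared effect of array position was not tested.
Of 135 called AAGs, 2 had an opposite call under CR at 24 months, or 1.5%; none of 53 higher AAGs and 2 of 82 lower ones did. The signs were opposite in 86, or 63.7%, against a median of 94.6% over 99 relabellings, since both differences share the AL mice of 24 months. The share with opposite calls was 0 to 3.9% when each mouse was left out in turn, and 0 without the 24M CR male replicate AMC207. It lay above this range with the mean z-score of features with no gene listed as a covariate, an alternative chosen after the data were seen.

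**Figure D1:**
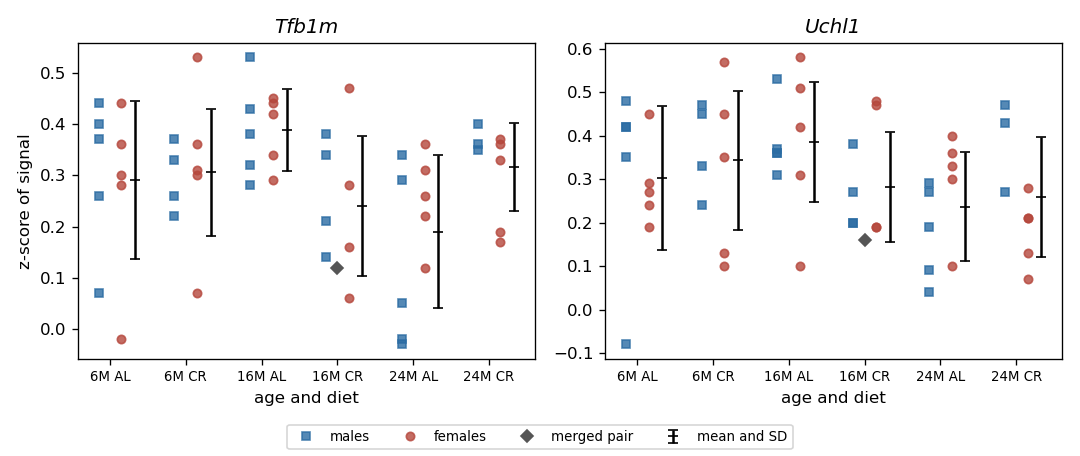
Z-score of signal per mouse (vertical axis) for Tfb1m and Uchl1 by age in months and diet, squares for males, circles for females, a diamond for the merged pair of arrays, bars for mean and SD. Tfb1m was lowest in 24M AL mice, at 0.19 ± 0.15, and was 0.32 ± 0.09 in 24M CR mice.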

An exception was the spinal cord, where nearly 50% of the genes upregulated during aging were reverted in mice maintained on CR. Interestingly, however, fewer than 5% of the genes downregulated in the spinal cord during aging were reverted by CR.

**Table 2:** Genes consistently responsive to CR across advancingage in mouse CNS

	6M-16M-CR	6M-24M-CR	16M-24M-CR	6M-16M-24M-CR
Cortex	2	8	2	0
Hippocampus	6	1	12	1
Cerebellum	0	0	0	0
Striatum	1	0	0	0
Spinal cord	9	12	49	2

**Figure 4:**
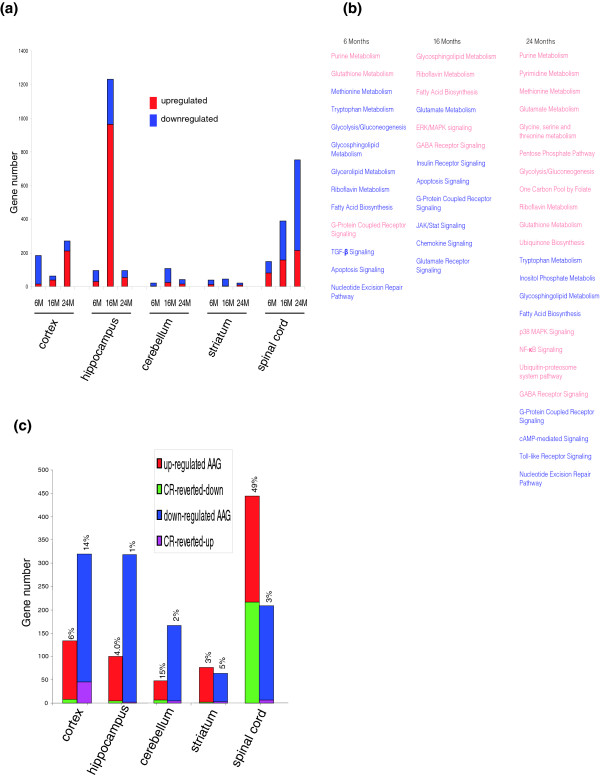
CNS transcriptomes respond to caloric restriction in a region- and age-dependent manner. **(a) **CNS gene expression responses to CR. **(b) **Metabolic and signaling pathways in which genes were significantly affected by CR in all five CNS regions. Red, upregulated; blue, downregulated. **(c) **CNS AAGs reverted by CR. The percentage of AAGs reverted by CR is shown at the top of each bar. Note that the spinal cord exhibits a much larger percentage of upregulated AAGs that are reverted by CR compared to the other CNS regions. Gene lists are in Table S4a,c in Additional data file 1.

Analysis of CR-responsive genes for each age group revealed striking age-dependent differences within and between CNS regions (Figure 4c; Table S4c in Additional data file 1). In the case of the spinal cord, more than 90% of the CR-responsive genes were downregulated in 6- and 24-month-old mice, whereas in 16-month-old mice less than 40% of the CR-responsive genes were downregulated. In the cerebral cortex, most CR-responsive genes were downregulated in 6-month-old mice, whereas in 24-month-old mice most CR-responsive genes were upregulated. Similarly, most CR-sensitive genes in the hippocampus were downregulated in young mice, whereas in 16- and 24-month-old mice most CR-sensitive genes were upregulated. 

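At 6 months, Thg1l, a tRNA-modifying enzyme, and Ssbp1, a mitochondrial DNA-binding protein, were among the genes lower in hippocampus on CR. At 16 months Fbxo30, a ubiquitin ligase subunit, was among those higher. Fbxo30 had a z-score of 0.32 ± 0.19 (SD, n = 9) on CR and 0.02 ± 0.06 (SD, n = 10) on AL. At 24 months the glutamate transporter gene Slc1a3 and the transcription factor gene Arnt were higher on CR, while Spag9, a scaffold of JNK signalling, and Ms4a6d, expressed in microglia, were lower.
The called features were 11 higher and 25 lower at 6 months, 559 higher and 102 lower at 16 months, and 8 higher and 8 lower at 24 months. At an unadjusted p under 0.05 from limma 52 were higher and 50 lower at 6 months. After quantile normalization the 6-month calls were 14 higher and 19 lower. At 24 months limma gave 0 features at an adjusted p of 0.05 and 58 at an unadjusted p under 0.05, and the count by the rule was 76 without the 24M CR female replicate AMC25.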

Very few genes were responsive to CR in striatum and cerebellum, regardless of age.

### CNS transcriptomes of males and females are differentially affected by age and diet

The influence of gender on CNS transcriptomes is largely unknown, though relevant studies have been conducted [15-17]. 

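In hippocampus, genes higher in females included Noct, a circadian regulator, and Fbxo3, a ubiquitin ligase subunit, and genes lower in females included Flna, an actin crosslinker, Golga1, a Golgi protein, and Ube2g2. Noct had a z-score of 0.53 ± 0.14 (SD, n = 29) in females and 0.40 ± 0.15 (SD, n = 26) in males. Flna was at 1.48 ± 0.19 (SD, n = 29) in females and 1.62 ± 0.16 (SD, n = 26) in males. Hipk1, a kinase of transcriptional corepressors, was lower in females by a difference of -0.13 (standard error 0.034). No gene list passed camera between the sexes.
Over all ages and diets the rule called 299 features, 70 higher and 229 lower in females. With limma 0 features passed an adjusted p of 0.05 and 953 had an unadjusted p under 0.05, 434 higher and 519 lower in females. The simulated data of this comparison recovered 92.0% of features changed by 0.2 z.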

The lists of genes that were differentially expressed in males and females regardless of age and diet (Table S5a in Additional data file 1) showed that the transcriptomes of the cerebral cortex, hippocampus and spinal cord were the most sensitive to gender (Figure 5a). As was the case with responses to age and diet, very few genes in the striatum were affected by gender. The hippocampus, which exhibited more genes affected by CR than any other CNS region (Figure 4a), was also notable for a very high number of genes that were differentially affected by CR in males and females (Figure 5b; Table S5b in Additional data file 1). 

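Among mice on CR, Rock1, a kinase of the actin cytoskeleton, Psmd7, a subunit of the proteasome, and Rhoa, the GTPase that activates Rock1, were lower in hippocampus of females than of males. Psmd7 had a z-score of 0.37 ± 0.10 (SD, n = 14) in females and 0.54 ± 0.16 (SD, n = 11) in males. The rule called 299 features between the sexes on CR, 129 higher and 170 lower in females. The count ranged from 199 to 444 when each mouse was left out in turn, and was 679 without the filter on the mean z-score.
A direct test of whether the effect of CR differed between the sexes gave 0 features at an adjusted p of 0.05 with limma at every age, and 2580 at 24 months with array weights. The numbers at an unadjusted p under 0.05 were 50 at 6 months, 37 at 16 months and 1762 at 24 months. At 24 months this difference ran lower in females for ribosomal protein genes (camera adjusted p = 0.00026) and for blood markers (camera adjusted p = 0.00042), both with an adjusted p = 0.53 with an estimated correlation.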

In the hippocampus of young mice, relatively few genes were responsive to CR in either gender, with approximately twice as many genes responding in females compared to males (Figure S2 in Additional data file 1). 

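In 16-month-old mice of both sexes, Fzd3, a Wnt receptor, was higher in hippocampus on CR, and in males Etfdh and Sod2 were also called. In males Fzd3 had a z-score of 0.64 ± 0.11 (SD, n = 4) on CR and 0.40 ± 0.06 (SD, n = 5) on AL. In females it was at 0.60 ± 0.18 (SD, n = 4) on CR and 0.40 ± 0.08 (SD, n = 5) on AL. Psmc1, a proteasome ATPase, was called lower in females, and Ube2k and Psmb5, a conjugating enzyme and a proteasome subunit, were called lower in males.
At this age 599 features were called in males and 243 in females. The merged array of open sex entered both counts. At 6 months, 12 were called in males and 70 in females, of which 11 were higher. Limma gave 0 features at an adjusted p of 0.05 for each sex, with 1695 in males and 644 in females at an unadjusted p under 0.05 at 16 months. With array weights 2411 passed in males. By the rule, the females' count at 16 months ranged from 54 to 533 when each mouse was left out in turn. It was lowest without the 16M CR female replicate AMC28 and highest without the 16M CR female replicate AMC104. The males' count at 16 months ranged from 327 to 664. At 6 months the ranges were 7 to 25 in males and 37 to 139 in females. An ordinary linear model gave 484 calls in males and 61 in females at 16 months. With the mean z-score of features with no gene listed as a covariate, chosen after the data were seen, there were 75 and 69. The same covariate gave 35 calls in males and 152 in females at 6 months. In females the count was then lower at 16 than at 6 months.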

There was a dramatic increase in the number of CR-responsive genes in the hippocampus of 16-month-old mice compared to 6-month-old mice; this increase occurred in both males and females, but was of much greater magnitude in males. There was also a marked increase in the percentage of the total number of CR-responsive genes that were upregulated in 16-month-old mice compared to 6-month-old mice. The number of CR-responsive hippocampal genes remained elevated in 24-month-old mice, but at this age females exhibited more than twice as many CR-responsive genes as males. 

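At 24 months, females on CR had higher hippocampal levels of Ndrg2, an astrocyte gene, Cct7, a chaperonin subunit, and Atp5g1, a subunit of ATP synthase, than females on AL. Atp5g1 had a z-score of 0.96 ± 0.25 (SD, n = 5) on CR and 0.74 ± 0.12 (SD, n = 5) on AL. In males, Uchl1, Rpl31 and Actg1 were higher on CR than on AL. Uchl1 was at 0.39 ± 0.11 (SD, n = 3) on CR and 0.18 ± 0.11 (SD, n = 5) on AL. Ribosomal protein genes were lower on CR in females (camera adjusted p = 0.020, and adjusted p = 0.59 with an estimated correlation) and higher in males (camera adjusted p = 5.3e-05, and adjusted p = 0.61 with an estimated correlation). Most lists leaned the same way, with more members lower in 27 of 32 lists in females and more higher in 28 of 32 in males.
The rule called 436 features in females, 372 higher and 64 lower on CR, and 77 in males, 45 higher and 32 lower. When each mouse was left out in turn, the count ranged from 287 to 591 in females and from 42 to 144 in males. An ordinary linear model gave 201 calls in females and 102 in males. With the mean z-score of features with no gene listed as a covariate, chosen after the data were seen, there were 104 and 54. Limma gave 0 features at an adjusted p of 0.05 in either sex, with 1362 in females, 820 higher and 542 lower, and 276 in males at an unadjusted p under 0.05. With array weights 3045 passed in females, 1565 higher and 1480 lower. In simulated data the comparison in males recovered 0% of features changed by 0.2 z and 75.5% of those changed by 0.4 z. The mean z-score of features with no gene listed differed with CR by 0.0295 in females and -0.0232 in males (exact permutation tests, 2-sided, p = 0.10 and 0.23). The 3 males on CR were 673 days old, younger than the males on AL at 714 to 743 days.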

In young mice the majority of CR-responsive genes were downregulated, whereas in 16- and 24-month-old mice most CR-responsive genes were upregulated (Figure S2 in Additional data file 1).

**Figure 5:**
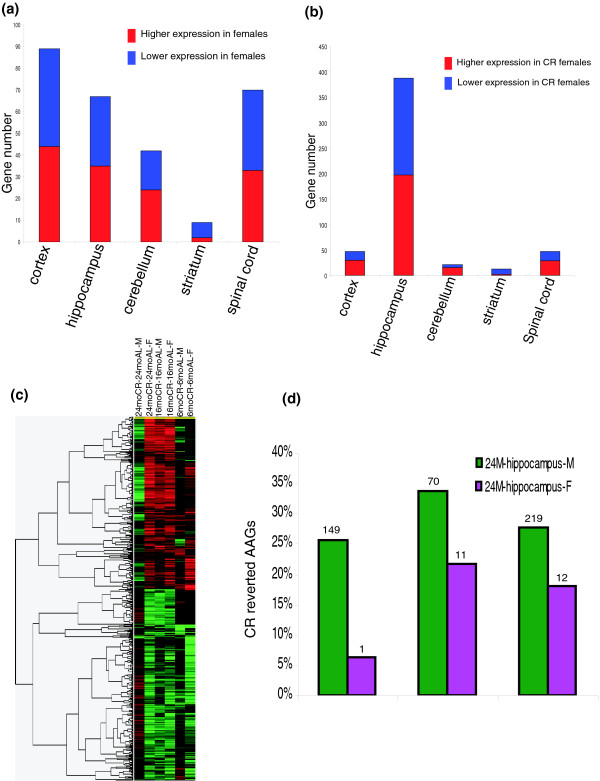
Gender-specific modulation of CNS transcriptomes by age and diet. **(a) **Numbers of genes that are differentially expressed in males and females in an age-dependent manner. **(b) **Genes differentially affected by CR in males and females. **(c) **Gene cluster analysis comparison of the effects of CR on hippocampal transcriptomes of male and female mice of different ages. Note the similarities in responses of young and middle-aged male and female mice, and the striking differential response of males and females to CR in old mice. **(d) **Age-responsive genes that were reverted by CR in males compared to females. Gene lists are in Tables S5a-d in Additional data file 1.

Gene cluster analysis was employed to further elucidate the interactions of age, diet and gender on CNS transcriptomes (Figure 5c; Table S5c in Additional data file 1). CR exerted generally similar effects on patterns of CNS gene expression in young and middle-aged male and female mice. In contrast, patterns of CR-sensitive gene expression in males and females were very different in old mice. 

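Across hippocampal features, the effects of CR in females and males correlated positively at 16 months and negatively at 24 months. At 24 months Rock1 was called lower on CR in females, by a difference of -0.25 (standard error 0.094), and not in males (0.11, standard error 0.11). Tfb1m, called higher on CR in males by 0.24, and Camk2d had the same sign in both sexes. Across the 8448 features, the effect in females correlated with that in males at r = 0.13 (Spearman's rho 0.15) at 6 months, r = 0.76 (rho 0.80) at 16 months and r = -0.58 (rho -0.63) at 24 months. The merged array of open sex entered both effects at 16 months. With each array left out in turn, r at 16 months lay between 0.635 and 0.823. Features are not independent replicates, and relabelling of diet within sex gave a correlation as far from 0 in 67, 1 and 3 of 100 cases.
With the mean z-score of features with no gene listed as a covariate, an alternative chosen after the data were seen, r was 0.31 at 16 months and -0.16 at 24 months.

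**Figure D2:**
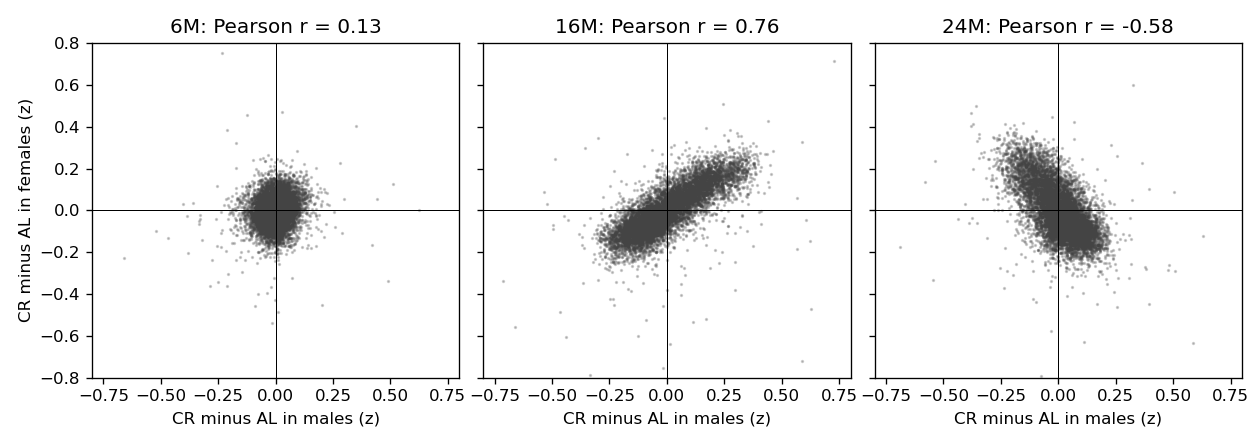
CR minus AL in z-score units for each feature, in males on the horizontal axis and in females on the vertical axis, at 6, 16 and 24 months. The clouds have r = 0.13, r = 0.76 and r = -0.58; 9, 2 and 13 features lie outside the axes.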

We next calculated the percentage of age-responsive genes for which the age effect was abolished by CR, comparing males with females. This revealed that many more age-responsive genes were reverted by CR in males compared to females (Figure 5d; Table S5d in Additional data file 1), indicating that although many genes were responsive to aging and CR in both males and females, CR affected primarily genes that were age-insensitive in females. Thus, CR effects are not restricted to AAGs.

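In hippocampus of males, Tfb1m and Uchl1 were lower at 24 than at 16 months on AL and higher on CR than on AL at 24 months. Uchl1, a deubiquitinating enzyme of neurons, had a difference of 0.21 with CR in males (standard error 0.10; exact permutation test, 2-sided, p = 0.071, 0.33 after adjustment over 15 genes) and of -0.12 in females (p = 0.10 from the same exact test). Tfb1m differed by 0.24 in males and 0.03 in females with CR.
In males 272 features were called with age, and 28 of them, or 10.3%, had an opposite call with CR, 12 of 200 higher and 16 of 72 lower features. In females 22 features were called with age and none had an opposite call. With the title-number cycle as a block, the share with an opposite call was larger in females than in males. All 272 in males had differences of opposite sign, and 77.3% in females, against medians of 93.4% and 95.4% over 99 relabellings, because the AL mice of 24 months enter both differences. The share in males ranged from 4.1% to 16.3%, and in females from 0 to 36.8%, when each mouse was left out in turn. The highest in females was without the 24M AL female replicate AMC72, and the highest in males without the 24M AL male replicate AMC119. Both shares were larger with the mean z-score of features with no gene listed as a covariate, chosen after the data were seen. The share in males then lay above its range and stayed the larger of the pair. Without the filter on the mean z-score the share in females was also above 0. From the larger share in males, the paper concludes that in females CR acted mainly on genes that did not respond to age.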

### Chromosome mapping of age-, diet- and gender-responsive genes

Different genes that encode proteins that function in the same or similar biochemical processes can be located in physical proximity to each other in the genome, which may facilitate transcriptional co-regulation in the context of evolutionary selection [18,19]. We therefore generated and analyzed maps of the chromosome locations of genes that were significantly affected by age, diet and gender. Age-responsive genes and CR-responsive genes were scattered among chromosomes, with chromosomes 9 and 19 exhibiting the highest densities of age- and CR-responsive genes (Figure S3a,b in Additional data file 1). There were hot spots of age-responsive upregulated genes on chromosomes 4, 5, 6, 11 and 15, and of downregulated genes on chromosomes 5, 7 and 11. Clusters of CR-responsive upregulated genes were present on chromosomes 5, 6, 8 and 9, and of downregulated genes on chromosomes 4, 5, 6 and 11. Previous quantitative trait loci mapping of human populations identified the D4S1564 region of *Homo sapiens *chromosome 4 as a possible locus of genes that confer exceptional longevity [20], with a microsomal transport carrier protein as the possible locus [21]. The syntenic region in the mouse genome is located on chromosome 3 (Figure S3c in Additional data file 1); however, the mouse ortholog of the human microsomal transport carrier gene was not included in our array. Studies of cancer, aging and cellular senescence have identified a region of human chromosome 9 that includes genes coding the linked genes *p16*^*INK4a*^/*ARF*, which regulate the retinoblastoma (Rb) and p53 pathways [22]. Studies of the syntenic locus on chromosome 4 in mice (Figure S3d in Additional data file 1) have suggested roles for this region of the genome in mammalian aging. Two genes, coiled-coil domain containing 2 (*ccdc2*) and a functionally undefined gene RIKEN cDNA 6230416J20 (*6230416J20Rik*), located within *p16*^*INK4a*^/*ARF *locus were upregulated by CR in the 24 M cortex region. Age- and CR-responsive genes that were differentially expressed in males and females were scattered throughout the genome (Figure S3e,f in Additional data file 1).

### Pathways involved in CNS aging and adaptive plasticity

A goal of transcriptome analysis is to identify individual genes and functional groups of genes that interact with each other to regulate physiological or pathological responses of cells, tissues and organisms. Many genes critical for tissue-specific or development-specific regulation are transcription factors and genes located on the cell signaling pathway hubs that play key roles in determining cell phenotypes. However, their changes are often subtle and hidden, and may be missed when routine array analysis statistics are employed. In the present study we identified three pathways of interest in CNS aging and neurodegenerative disorders (Figure 6a) that exhibited relatively high levels of age responsiveness compared to other pathways by hypergeometric function analysis; these pathways were analyzed using PathwayPro, our newly developed systems biology approach that is based on the Markov chain model for simulating dynamical changes of a pathway in response to intrinsic processes or external simulation [23].

**Figure 6:**
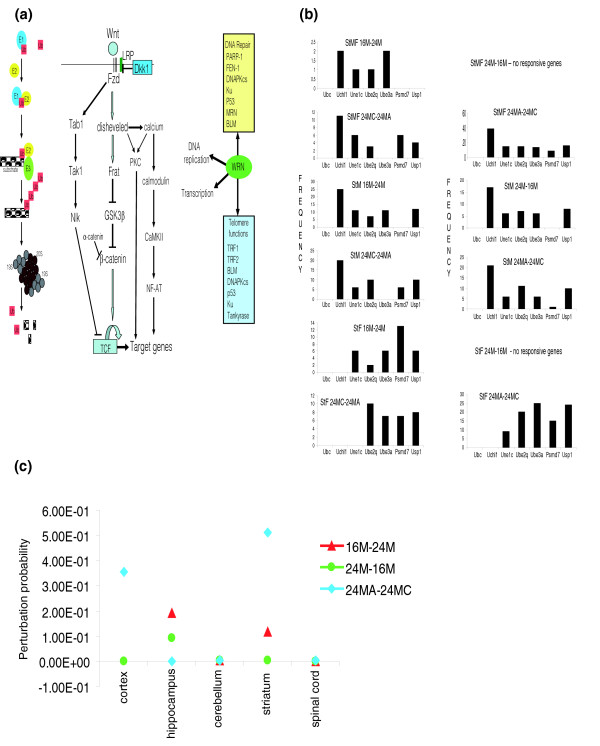
Pathway transcriptomes responsive to age, diet and gender. **(a) **Left: the ubiquitin-proteasome protein degradation pathway. E1, E2 and E3 are ubiquitin activating, conjugating and ligating enzymes, respectively. Ub, ubiquitin; 19S and 20S are proteasome subunits. Middle: the Wnt β-catenin signaling pathways. Fzd, frizzled; LRP, lipoprotein-related protein; DKK1, dickkopf 1; Frat, frequently rearranged in advanced T-cell lymphomas-1; GSK3β, glycogen synthase kinase-3β; Nlk, nemo-like kinase; NF-AT, nuclear factor of activated T cells; TCF, T cell-specific transcription factor; Tab1, TGF-beta activated kinase-1 binding protein-1; Tak1, TGF-beta-activated kinase 1. Right: Werner (WRN) interacting proteins involved in DNA repair and telomere homeostasis. PARP-1, poly (ADP-ribose) polymerase 1; FEN-1, flap endonuclease 1; DNAPKcs, DNA-dependent protein kinase catalytic subunit; Ku, Ku p70/p80 antigen; MRN, MRE11-RAD50-NBS1 protein complex; BLM, Bloom syndrome; TRF1 and TRF2, telomere repeat-binding factors 1 and 2. **(b) **Frequency of UPS pathway gene sensitivity to age, gender and diet in the striatum (genes identified based on a threshold of perturbation probability ≥ 0.10). **(c) **The perturbation probability of *Uchl1 *gene and/or its combinations in different CNS regions during aging and in response to CR.

Impaired function of the ubiquitin-proteasome system (UPS) has been implicated in normal aging and the pathogenesis of neurodegenerative disorders, such as Alzheimer's disease, Parkinson's disease, Huntington's disease and amyotrophic lateral sclerosis (ALS), in which abnormal proteins accumulate within neurons [24]. Numerous UPS genes were responsive to aging and CR, including those encoding ubiquitin E1, E2 and E3 ligases, and proteasome subunits (Table S6a in Additional data file 1). 

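Of 54 listed hippocampal genes of the ubiquitin-proteasome system, those called between successive ages were Usp3 and Ube2k, higher at 16 than at 6 months, and Uchl1 and Psme1, lower at 24 than at 16 months. Usp3 and Psmb5 were called higher at 24 than at 6 months. Ube2k had a z-score of 0.81 ± 0.27 (SD, n = 10) at 16 months and 0.61 ± 0.22 (SD, n = 10) at 6 months. Under CR at 16 months, Ube2k, Ube2g2, Psmb5, Psmc1 and Ube3b were lower and Usp1 was higher. Psmc1 was at 0.20 ± 0.13 (SD, n = 9) on CR and 0.40 ± 0.14 (SD, n = 10) on AL. Of the 54 measured genes, 41 were higher from 6 to 16 months (camera adjusted p = 0.060) and 33 were lower on CR at 24 months (camera adjusted p = 0.47). Outside the list, the ubiquitin ligase genes Fbxo30 and Rnf114 were also called from 16 to 24 months, Fbxo30 higher by 0.16 and Rnf114 lower by a difference of -0.18.
In these comparisons 1 of the 54 genes passed an adjusted p of 0.05 from limma over the list alone, and it was lower on CR at 16 months. None passed over all features.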

Particularly striking was the disproportionate number of UPS genes affected during the transition from middle to old age in the striatum compared to the other CNS regions, in contrast to the overall low responsiveness of the striatal transcriptome to aging and CR (Figure 6b). Most of the striatal age-related changes were reverted by CR, an anti-aging intervention shown to protect neurons in a mouse model of Huntington's disease [25] and a monkey model of Parkinson's disease [26], suggesting that they may be fundamental to the aging process. The PathwayPro analysis identified ubiquitin C-terminal hydrolase 1 (*Uchl-1*) as the most highly age- and CR-responsive UPS gene. Although the latter gene did not show significance by differential expression analysis, the network analysis indicated that it does contribute to the state change between ages/diets; therefore, PathwayPro analysis added a dimension of systems biology to this array-based study. These findings suggest that age-related changes in the UPS in the striatum and its input neurons in the substantia nigra may play a role in the vulnerability of these brain regions to Huntington's disease and Parkinson's disease, a possibility consistent with evidence from studies of animal models of these diseases [27]. *UCHL-1*, a susceptibility gene for Parkinson's disease [28], exhibited CNS region-specific age- and CR-related changes in expression (Figure 6c; Table S6c in Additional data file 1). 

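In hippocampus of AL mice, Uchl1 (feature 10395) had a z-score of 0.30 ± 0.17 (SD, n = 10) at 6 months, 0.39 ± 0.14 (SD, n = 10) at 16 months and 0.24 ± 0.13 (SD, n = 10) at 24 months. The difference from 16 to 24 months was -0.15 (standard error 0.062; permutation test, 2-sided, p = 0.023, 0.16 after adjustment over 15 genes), and the rule called it. With CR it was at 0.34 ± 0.16 (SD, n = 9) at 6 months, 0.28 ± 0.13 (SD, n = 9) at 16 months and 0.26 ± 0.14 (SD, n = 8) at 24 months. At none of the 3 ages did the rule call a difference between CR and AL with the sexes pooled.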

Expression of *UCHL-1 *in the striatum was particularly sensitive, decreasing from middle to old age and increasing in response to CR.

The Wnt signaling pathway plays major roles in embryogenesis, including development of the CNS [29], but its involvement in CNS aging is unknown. Genes that encode proteins involved at multiple levels of the Wnt signaling pathway were affected by aging and CR, including the Wnt receptor frizzled, α-catenin, nemo-like kinase and calcium/calmodulin-dependent kinase II (Figure 6a; Table S6 in Additional data file 1). In addition, there were significant gender differences in the expression of Wnt signaling genes in the cerebral cortex and hippocampus.

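Of 30 measured Wnt signalling genes in hippocampus, Fzd3 and Ppp3ca, a catalytic subunit of calcineurin, were called from 6 to 16 months. Fzd3 had a z-score of 0.54 ± 0.20 (SD, n = 10) at 6 months and 0.40 ± 0.07 (SD, n = 10) at 16 months, and Ppp3ca was higher by 0.18 (standard error 0.062). Under CR at 16 months Fzd3 was higher by 0.22 (standard error 0.063), and under CR at 6 months Nfatc4 was lower by a difference of -0.13 (standard error 0.050). The calcium/calmodulin kinase gene Camk2g was higher on CR at 16 months by 0.18 (exact permutation test, 2-sided, p = 0.0096, 0.080 after adjustment over 15 genes). Its mean z-score was -0.678, below the filter of the study's rule, so that the rule could not call it.
Over the list alone, 4 genes were higher and 2 lower on CR at 16 months at an adjusted p of 0.05 from limma. Over all features none passed. The list did not stand apart from other features by camera from 16 to 24 months (adjusted p = 0.44) or with CR at 16 months (adjusted p = 0.57).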

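Between the sexes, the Wnt signalling genes called in hippocampus were Rhoa, Rac1 and Rock1, all lower in females. These encode GTPases and a kinase of the planar polarity branch. Rhoa had a z-score of 0.94 ± 0.13 (SD, n = 29) in females and 1.02 ± 0.11 (SD, n = 26) in males. Rac1 differed by -0.083 (standard error 0.040) and Rock1 by -0.091 (standard error 0.041). Of the 30 genes of the list 18 were lower in females (camera adjusted p = 0.69), and 1 was lower at an adjusted p of 0.05 from limma over the list alone.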

Several different proteins involved in DNA repair and telomere function have been associated with the aging process, and with age-related cancers [30,31]. Among these, Werner was remarkable for its highly significant downregulation with aging in multiple CNS regions, and by the ability of CR to prevent the effect of aging on Werner expression (Tables S6 in Additional data file 1). 

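In hippocampus of AL mice, Wrn, the Werner helicase gene, had a z-score of 0.12 ± 0.07 (SD, n = 10) at 6 months, 0.12 ± 0.09 (SD, n = 10) at 16 months and 0.05 ± 0.13 (SD, n = 10) at 24 months. The difference from 16 to 24 months was -0.075 (standard error 0.046; permutation test, 2-sided, p = 0.16, 0.27 after adjustment over 15 genes). On CR at 24 months Wrn was at 0.09 ± 0.05 (SD, n = 8), a difference of 0.04 from AL (standard error 0.050; exact permutation test, p = 0.48). By sex this difference was 0.13 in males and -0.052 in females (exact permutation tests, p = 0.11 and 0.13). On CR at 16 months Wrn was lower than on AL by a difference of -0.10 (exact permutation test, p = 0.053, 0.16 after adjustment over 15 genes). Wrnip1, which encodes a partner of the Werner protein, was higher on CR at 16 months by 0.17 (exact permutation test, 2-sided, p = 0.016, 0.080 after adjustment over 15 genes). None of these comparisons of Wrn was called by the rule.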

Because loss-of-function mutations in Werner cause a premature aging syndrome [31], our findings suggest a role for Werner in normal aging of the CNS. Whereas approximately 3% of genes in the CNS transcriptome were significantly responsive to age, approximately 30% of the telomere-associated genes in the array were affected. These included those encoding telomeric repeat binding factor 1 (*TRF1*), telomerase binding protein p23, tankyrase 1, tankyrase-binding protein 1 and Werner. 

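Besides Wrn, the genes Terf1 (TRF1), which binds telomeric repeats, Ptges3 (p23) and Tnks (tankyrase 1) were measured in hippocampus. From 16 to 24 months on AL the differences of these 3 were 0.04, 0.03 and -0.06 (permutation tests, 2-sided, p = 0.42, 0.66 and 0.051). The mean z-score of Tnks was -0.717, below the filter of the study's rule, so that the rule could not call it. On CR at 16 months Terf1 was higher by 0.12 (exact permutation test, 2-sided, p = 0.038, 0.14 after adjustment over 15 genes). Among 31 genes of Werner, telomere and DNA repair functions, 0 were called from 16 to 24 months and 21 were lower (camera adjusted p = 0.38). Xrcc6 was called from 6 to 16 months, and Pot1a, a protein of telomere ends, and Xrcc6 were called lower on CR at 16 months. Pot1a was at 0.90 ± 0.16 (SD, n = 9) on CR and 1.09 ± 0.22 (SD, n = 10) on AL.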

Werner, tankyrase 1 and several other telomere-associated proteins (Figure 6a) are known to play important roles in DNA damage response and repair processes.

## Discussion

Our PCA established that each region of the mouse CNS possesses its own unique transcriptome signature that distinguishes it from other regions regardless of the age, gender or diet of the animal. Although previous studies have shown that different CNS regions have unique patterns of gene expression [32-34], our study demonstrates that the region-specific patterns of gene expression are maintained regardless of the age of the animal, its dietary energy intake and its gender. These signature transcriptomes presumably represent the molecular basis of the phenotypic differences in the cells that comprise the different CNS regions and, by extension, regional functionality. Changes in many different common and cell type-specific genes in the CNS are known to occur in response to environmental factors, including age, diet, exercise, activity in neuronal circuits, and injury or disease [11,35-40]. However, our findings suggest that such epigenetic responses to the environment do not alter the fundamental transcriptome 'fingerprints' that distinguish different regions of the CNS.

The false discovery rate (FDR), an approach widely applied to microarray data analysis, allows the researcher to balance the size of the candidate gene list against its quality in order to enhance confidence in the validity of the data, and is particularly well-suited to large datasets such as ours. However, we found that the variability in gene expression was considerably larger in samples from old compared to young animals (Figure S4 in Additional data file 1), a result consistent with a recent study [40]. The increased variation with advancing age results in higher *p *values, and q-values as well since the q-value is computed from the *p *value. Inasmuch as aging is considered a stochastic process, it should be expected that the effect of natural aging on the gene expression is more variable when compared with gene expression effects of more well-defined and dramatic experimental manipulations or disease states. Our PCA analysis (Figure 1) also provided evidence that the factor of age has only minor effects on the CNS regional transcriptomes. FDR is typically applied to large (robust) effects of factors on gene expression [41]. Because many of the genes that were significantly affected by age in our study exhibited relatively small changes, the FDR was not, therefore, applied to this dataset. However, it should be noted that the increased variance in *p *values in the old cohort may confound findings concerning the numbers of genes identified as changed in the old group compared to the younger group.

A change in the expression of a gene during aging might contribute to a decline in function and degeneration of neural cells or, instead, might be an adaptive response to aging. The greater number of genes upregulated by aging in the spinal cord may represent a superior ability of cells in the spinal cord to adapt to aging, perhaps because it is the most primitive part of the CNS and the most essential for survival. On the other hand the relatively greater proportion of white matter (olidodendrocytes) in the spinal cord may also contribute to the greater effect of aging on the spinal cord transcriptome compared to the four brain regions examined. Interestingly, many genes downregulated during aging in brain regions were upregulated in the spinal cord, including genes of the UPS, for example (Table S3 in Additional data file 1). In contrast to the spinal cord, very few genes in the striatum were affected by aging and CR and most of those that did respond, including those in the UPS, were downregulated with age and upregulated by CR. These findings suggest the striatum may be prone to age-related diseases, such as Huntington's and Parkinson's, because its transcriptome does not respond adaptively during aging.

Prior gene expression studies of brain aging included only young and old animals of one gender, typically used microarrays with relatively few genes and often analyzed pooled RNA samples resulting in negligible statistical power [11-13]. We therefore analyzed RNA isolated from five different CNS regions from male and female mice of three different ages and two different diets (three to five mice analyzed for each age, gender and diet) using a large mouse gene array. Inclusion of the middle-aged group revealed a caveat with previous studies of 'aging' in which comparisons are made between young and old individuals only. We found that many genes that would have been considered sensitive to aging in a young versus old comparison are, in fact, changed only between young and middle ages with no further change between middle and old age. Indeed, in the cerebellum, 64% of the age-responsive genes followed the latter pattern (Figure 2a). 

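In the hippocampus, Smc1b, a cohesin subunit, and Ppp3ca were higher at 24 than at 6 months, and their levels at 16 and 24 months were alike. Smc1b had a z-score of 0.14 ± 0.22 (SD, n = 10) at 6 months, 0.38 ± 0.17 (SD, n = 10) at 16 months and 0.38 ± 0.09 (SD, n = 10) at 24 months. The other feature of Smc1b went the opposite way. Homer2 and Xrcc6 had the same course, with differences of 0.20 and 0.16 between 24 and 6 months. Homer2, Xrcc6 and Ppp3ca were also called lower at 6 months than in mice of 17 to 44 days. The same AL mice of 6 months enter all these comparisons. Low values in those mice alone would give these calls, and no conclusion is drawn from them.
Between 6 and 24 months 225 features were called, of which 86 were called the same way between 6 and 16 months and 9 the same way between 16 and 24 months. The remaining 130 were called in neither interval. With limma 0 features passed an adjusted p of 0.05 between 6 and 24 months, and 365 had an unadjusted p under 0.05. The count of called features was 113 without the 6M AL male replicate AMC21 and 343 without the 6M AL male replicate AMC135.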

In the hippocampus, 27% of the genes that were significantly affected by age changed between young and middle age, and then returned to the young level in old age. On the other hand, we found that it was extremely rare for the expression level of a gene to change in one direction between young and middle age, and in the opposite direction between middle and old age.

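Hippocampal genes with this course included Pask, Fis1, and Suox, a sulfite oxidase, which were lower at 16 months and back near their young level at 24 months. Suox differed by -0.16 from 6 to 16 months and by 0.15 from 16 to 24 months, and its level at 24 months differed from that at 6 months by -0.01. Rxrb, a nuclear receptor, had the opposite course, with 0.15 and -0.14.
Pattern 4 held 41 features, or 9.1% of the features called in either interval, 37 of them lower and 4 higher at 16 months. The differences of the 2 intervals correlated at -0.69 across features, against a median of -0.52 when ages were relabelled, since the 16M AL mice enter both. The share of pattern 4 ranged from 3.2% to 16.4% when each mouse was left out in turn, the lowest without the 24M AL female replicate AMC72 and the highest without the 24M AL male replicate AMC119. It lay below this range with the mean z-score of features with no gene listed as a covariate, an alternative chosen after the data were seen.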

A comparison of our data with those of previous gene array analyses performed on RNA samples from the cerebral cortex of mice [11] and humans [36] revealed only five genes that were significantly affected by age in all three studies (Table S7a in Additional data file 1). Two of the genes (*vimentin *and *GFAP*) encode astrocyte cytoskeletal proteins previously shown to be upregulated in aging and neurodegenerative disorders [42]. The other three genes encode a cell adhesion molecule (ICAM2), a protein that interacts with SIRT1 and p53 in cellular stress response signaling (NDRG1) [43] and a putative energy and nutrient sensor (FRAP1) [44]. An additional nine genes were common to the cerebral cortex datasets of the two mouse studies and included those encoding proteins involved in cell senescence, mitochondrial translation initiation and protein phosphorylation (Table S7b in Additional data file 1). A comparison of our mouse cerebellum dataset with that of Lee *et al*. [11] identified eight genes significantly affected by aging (Table S7c in Additional data file 1), including those encoding proteins involved in proteolysis (ubiquitin-specific peptidase 46 and cathepsin Z), transforming growth factor-β signaling (TGFβ receptor 3) and nitric oxide signaling (endothelial nitric oxide synthase). A comparison of our mouse cortical dataset with the human frontal cortex data [36] identified nine genes significantly affected by aging (Table S7d in Additional data file 1), including those involved in calcium signaling (voltage-dependent calcium channel beta-2 subunit and calcium/calmodulin-dependent kinase 3), neurotransmitter signaling (gamma-aminobutyric acid (GABA-A) receptor subunit beta 3) and oxidative stress responses (thioredoxin interacting protein). A comparison of hippocampal gene expression profiles in young (2 month old) and middle-age (15 month old) C57BL/6 mice identified 35 genes as being significantly upregulated; they included genes related to synaptic plasticity, inflammation, oxidative stress and protein processing [45]. Blalock *et al*. [37] performed microarray analyses of approximately 2,000 genes in hippocampi from young, middle-aged and old rats, and correlated changes in gene expression with performance of the rats on learning and memory tasks. Many of the AAGs in the latter two studies were in the same functional categories as AAGs in our study, including calcium signaling, oxidative stress and proteolysis.

In addition to functional classes of genes documented in previous studies of brain aging and neurodegenerative disorders, our findings identified Werner/telomere-interacting proteins and the Wnt signaling pathway as being highly responsive to both aging and dietary energy restriction throughout the CNS. Werner is a DNA helicase that plays a pivotal role in DNA repair and telomere function [31]. Loss-of-function mutations in Werner cause a premature aging syndrome that includes neurological abnormalities. A brain imaging study of two siblings with Werner's syndrome provided evidence for reduced cerebral energy metabolism compared to age-matched control subjects [46]. The latter findings, evidence for reduced energy metabolism in the brain during normal aging [47], and our finding of significantly reduced expression of Werner in the brain during normal aging suggest a possible role for Werner in age-related compromise of brain function. Werner interacts with several telomere-associated proteins also implicated in cellular senescence (Figure 6a). Increasing evidence suggests that telomerase and other telomere-associated proteins play roles in neuronal plasticity and survival [48,49]. The responsiveness of several telomere-associated proteins to aging and CR suggests roles for telomere modifications and DNA damage and repair processes in CNS aging. In addition to playing major roles in CNS development [29], the Wnt signaling pathway has been implicated in adult neural plasticity and the pathogenesis of neurodegenerative disorders [50]. Several genes in the Wnt signaling pathway were prominently affected by aging and CR in several CNS regions in our study, including those encoding nemo-like kinase, α-catenin and calcium/calmodulin-dependent kinase 2. Each of the latter proteins is involved in mechanisms of signaling associated with the pathogenesis of neurodegenerative disorders [51-53], suggesting a role for age-related perturbation in Wnt signaling in the disease processes.

Chromosome mapping of genes that were differentially expressed in mice of different ages and/or in response to CR revealed a wide distribution of genes with some physical clustering of responsive genes within the genome. The latter findings are consistent with the concept that aging is a complex process and that evolutionary adaptations to aging, if they exist, may or may not involve geographic clustering of functionally related genes.

Despite the existence of many phenotypic differences between males and females, the vast majority of gene expression analyses have been performed on males, and direct comparisons of CNS transcriptome responses of males and females to aging and environmental factors are lacking. However, analysis of the expression of 4,000 genes in trained and untrained muscles of young and old men and women revealed that more genes were affected by gender than by age or training [54]. In our study, numerous genes, spanning functional categories, were differentially expressed in the CNS of males and females (Tables S5a-d in Additional data file 1). In general, genes involved in protein degradation, oxidative stress resistance and cell survival were expressed at higher levels in females compared to males, suggesting a superior ability of brain cells in females to resist age-related oxidative and metabolic stress. 

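In hippocampus, the members of the ubiquitin-proteasome list called between the sexes were Ube2k, Ube2g2, Psmd7 and Psmb5, all lower in females, while Fbxo3, a ubiquitin ligase subunit outside the list, was higher. Psmd7 differed by -0.12 (standard error 0.037) over all ages and diets. The antioxidant genes Prdx2, a peroxiredoxin, and Nfe2l1, a transcription factor of the stress response, were also lower in females, Prdx2 with a z-score of 1.45 ± 0.16 (SD, n = 29) in females and 1.57 ± 0.13 (SD, n = 26) in males. The difference of Fbxo3 was 0.13 (standard error 0.052). Of 12 genes of cell death and senescence 9 were higher in females (camera adjusted p = 0.51).
Of 54 ubiquitin-proteasome genes 24 were higher and 30 lower in females (camera adjusted p = 0.51), and of 23 antioxidant genes 12 were higher and 11 lower (camera adjusted p = 0.70).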

Interestingly, there was considerable variability in the numbers of genes affected by gender among CNS regions, with the hippocampal transcriptome being the most sensitive to gender and the striatum and cerebellum the least sensitive. The proteins encoded by genes differentially expressed in the CNS of males and females may determine gender-specific differences in behaviors, responses to dietary energy intake and susceptibility to age-related dysfunction and disease.

## Conclusion

The factors of age, gender and energy intake significantly affected less than 10% of examined genes but did not considerably influence the unique transcriptome of any CNS region. The transcriptomes of each CNS region showed distinctive responses to the age, diet and gender. This systematic transcriptome dataset provides a window into mechanisms of age-, diet- and sex-related CNS plasticity and vulnerability.

## Materials and methods

### Mice and dietary manipulations

All mice (male and female C57BL/6 mice) were obtained from the same breeding colony [55], and were maintained in the same facility on either *ad libitum *(AL) or CR diets. CR was initiated at 14 weeks of age at 10% restriction, and then changed to 25% at 15 weeks and 40% restriction at 16 weeks onward. Mice were housed individually in standard cages with free access to water, and were maintained on a 12 hour light/12 hour dark cycle. Cohorts of male and female mice were euthanized at 6, 16 and 24 months of age (Table 1). Mice were sacrificed at the same time of day to control for diurnal variation.

### Tissue dissection, RNA extraction and cDNA-array analysis

Mice were euthanized by cervical dislocation and five CNS tissues: cerebral cortex, cerebellum, hippocampus, striatum, and spinal cord were removed and flash frozen. All samples were processed by the same investigator (XX) in balanced batches. The tissue was processed using a Bead Beater (Bio-Spec, Bartlesville, OK, USA) followed by RNA purification using RNEasy Mini Kits (Qiagen, Valencia, CA, USA). The RNA was evaluated for quantity and quality using a Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Five micrograms of each RNA sample were used in a PCR reaction with 32^P^-dCTP (Valeant, Costa Mesa, CA, USA). Radiolabeled cDNA was allowed to hybridize overnight at 43°C to the mouse NIA 17K cDNA filters [56]. Details on these methods are available elsewhere [57]. The hybridized filters were washed and placed under imaging screens for three days to allow for sufficient exposure. The images were developed and scanned, and the data were extracted using ArrayPro Software (Media Cybernetics, San Diego, CA, USA).

### CNS transcriptome data normalization and differentially expressed gene selection

All data were first processed by Z score transformation [58] and then genes that were differentially expressed were identified by a multi-step process in which: only genes for which the average intensity between the two conditions was greater than zero - this eliminates spurious selection of genes of low expression level compared to the background; and the remaining genes were then tested to identify those for which z-ratios were greater than 1.5 or less than -1.5 and a *p *value < 0.05. The z-ratio is a measure of fold change between comparisons, and the *p *values test for reproducibility of a gene's intensity among biological replicate arrays. Z-ratio (between condition A and B) = z(A) - z(B)/SD deviation). Remaining genes were analyzed by two-way ANOVA to establish the statistical significance of differential levels of expression between ages, genders and diets (*p *< 0.05). This analysis was performed on DIANE 1.0, a new microarray analysis tool developed by VV Prabhu (see SDIANE in Additional data file 1). All gene lists were annotated with the recently updated RefSeq (RefSeq-release23) and UniGene database9 (May 2007) [59]

### Gene expression pattern recognition

PCA was performed using Partek software (Partek Inc., St. Louis, MO, USA) to establish CNS region-specific transcriptome patterns that were independent of age, diet and gender. Hierarchical clustering analysis and heatmap were conducted using Cluster and TreeView [60].

### PathwayPro analysis of pathways

With a Java-based interactive computational tool, PathwayPro, we analyzed the ubiquitin-proteasome system, Wnt signaling pathways and Werner-related DNA repair/telomere systems. PathwayPro (PP in Additional data file 1) is a novel computational algorithm we developed for systematic characterization of network dynamic behavior by modeling the correspondence between network activity for specific interventions, or perturbation applied to a network [23]. Intervention was simulated mathematically by altering the expression of each gene or gene combination, while perturbations were external variables such as age, diet and gender. See PP in Additional data file 1 for a description of the PathwayPro analysis methods.

### Real time RT-PCR validation of microarray results

The same RNA samples used for microarray analysis were used to validate the microarray results for selected genes using real-time RT-PCR methods. Standard protocols were used for the generation of cDNA from RNA following elimination of genomic DNA contamination using DNA-free (Ambion, Austin TX, USA). Oligonucleotide primers (Promega, Madison WI, USA) and PowerScript reverse transcriptase (Clontech, Mountain View CA, USA) were added to the RNA samples to prepare the first-strand cDNAs. Samples from the latter mixture were diluted with distilled water and subjected to real-time RT-PCR analysis. The real-time PCR reaction (20 μl) consisted of template, gene specific primers, and SYBR Green PCR master mix. The mixtures were added to wells of a 96-well plate and analyzed in an OPTICON real-time PCR analyzer (MJ Research, Waltham MA, USA). The sequences of the primers used and the results of the validation of microarray data by real-time RT-PCR are listed in SPrimers in Additional data file 1. The results for each gene analyzed (those encoding HSPc-α, HIF1-α, Werner, Jagged-1, ELOVL family member 6 and Nemo-like kinase) are shown in SRTPCR in Additional data file 1; these show that more than 85% of gene expression alterations in all given conditions are consistent between RT-PCR and array data.

## Abbreviations

AAG, aging-associated gene; AL, *ad libitum*; CNS, central nervous system; CR, caloric restriction; FDR, false discovery rate; PCA, principal components analysis; UPS, ubiquitin-proteasome system.

## Authors' contributions

MMP, LDL, and BKG designed research; XX, DW, BR, WW, ZP, and IC performed research; ZM, PV, FJ, PS, and ZAB contributed new reagents or analytical tools; XX, ZM, and LH analyzed data; XX, and MMP wrote the paper.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 contains supplemental figures, tables and files. Figure S1 shows one feature of aging shared across CNS regions, namely, the decline of energy metabolism. Figure S2 shows age-related changes in responsiveness of the hippocampal transcriptome to CR in males and females. Figure S3a-3f shows chromosome mapping of CNS age- and diet-responsive genes and loci. Figure S4 shows age-dependent gene expression variation analysis. Table S6 lists the perturbation probabilities of UPS, Wnt, and WRN pathways in different sexes of CNS regions during aging and in response to CR. Overview Of DIANE 1.0 provides an outline of this program. PathwayPro describes the PathwayPro computational tool Gene-specific primers used for Real-Time PCR analyses and microarray quality validation lists the primers for genes validated by quantitative RT-PCR Table S2aP2-6 lists genes of mouse CNS age-related gene expression patterns 2-6. Table S2b lists mouse CNS AAGs. Table S3 lists functional categories of known mouse CNS AAGs. Stable 1 shows genes consistently responsive to CR across advancing age in mouse CNS. Table S4a-6M-16M-24M lists CR responsive genes of 6M-16M-24M mouse CNS. Table S4c lists the impact of CR on the reversion of AAG expression. Table S5a lists age-dependent differentially expressed genes in males and females. Table S5b,c lists genes differentially affected by CR in males and females. Table S5d lists age-responsive genes that were reverted by CR in males compared to females. Table S7a-d lists results of cross comparison between this study and previous published data.

## Supplementary Material

Additional File 1 Figure S1 shows one feature of aging that was shared among CNS regions, namely, the decline of energy metabolism. Figure S2 shows age-related changes in responsiveness of the hippocampal transcriptome to CR in males and females. Figure S3a-3f shows chromosome mapping of CNS age- and diet-responsive genes and loci. Figure S4 shows age-dependent gene expression variation analysis. Table S6 lists the perturbation probabilities of UPS, Wnt, and WRN pathways in different sexes of CNS regions during aging and in response to CR. Overview Of DIANE 1.0 provides an outline of this program. PathwayPro describes the PathwayPro computational tool Gene-specific primers used for Real-Time PCR analyses and microarray quality validation lists the primers for genes validated by quantitative RT-PCR. Table S2aP2-6 lists genes of mouse CNS age-related gene expression patterns 2-6. Table S2b lists mouse CNS AAGs. Table S3 lists functional categories of known mouse CNS AAGs. Stable 1 shows genes consistently responsive to CR across advancing age in mouse CNS. Table S4a-6M-16M-24M lists CR responsive genes of 6M-16M-24M mouse CNS. Table S4c lists the impact of CR on the reversion of AAG expression. Table S5a lists age-dependent differentially expressed genes in males and females. Table S5b,c lists genes differentially affected by CR in males and females. Table S5d lists age-responsive genes that were reverted by CR in males compared to females. Table S7a-d lists results of cross comparison between this study and previous published data. Click here for file

# Supplementary material for: Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender
**Source:** Genome Biol. 2007 Nov 7;8(11):R234. doi: 10.1186/gb-2007-8-11-r234
**Supplement:** Additional File 1 — Figure S1 shows one feature of aging that was shared among CNS regions, namely, the decline of energy metabolism. Figure S2 shows age-related changes in responsiveness of the hippocampal transcriptome to CR in males and females. Figure S3a-3f shows chromosome mapping of CNS age- and diet-responsive genes and loci. Figure S4 shows age-dependent gene expression variation analysis. Table S6 lists the perturbation probabilities of UPS, Wnt, and WRN pathways in different sexes of CNS regions during aging and in response to CR. Overview Of DIANE 1.0 provides an outline of this program. PathwayPro describes the PathwayPro computational tool Gene-specific primers used for Real-Time PCR analyses and microarray quality validation lists the primers for genes validated by quantitative RT-PCR. Table S2aP2-6 lists genes of mouse CNS age-related gene expression patterns 2-6. Table S2b lists mouse CNS AAGs. Table S3 lists functional categories of known mouse CNS AAGs. Stable 1 shows genes consistently responsive to CR across advancing age in mouse CNS. Table S4a-6M-16M-24M lists CR responsive genes of 6M-16M-24M mouse CNS. Table S4c lists the impact of CR on the reversion of AAG expression. Table S5a lists age-dependent differentially expressed genes in males and females. Table S5b,c lists genes differentially affected by CR in males and females. Table S5d lists age-responsive genes that were reverted by CR in males compared to females. Table S7a-d lists results of cross comparison between this study and previous published data.

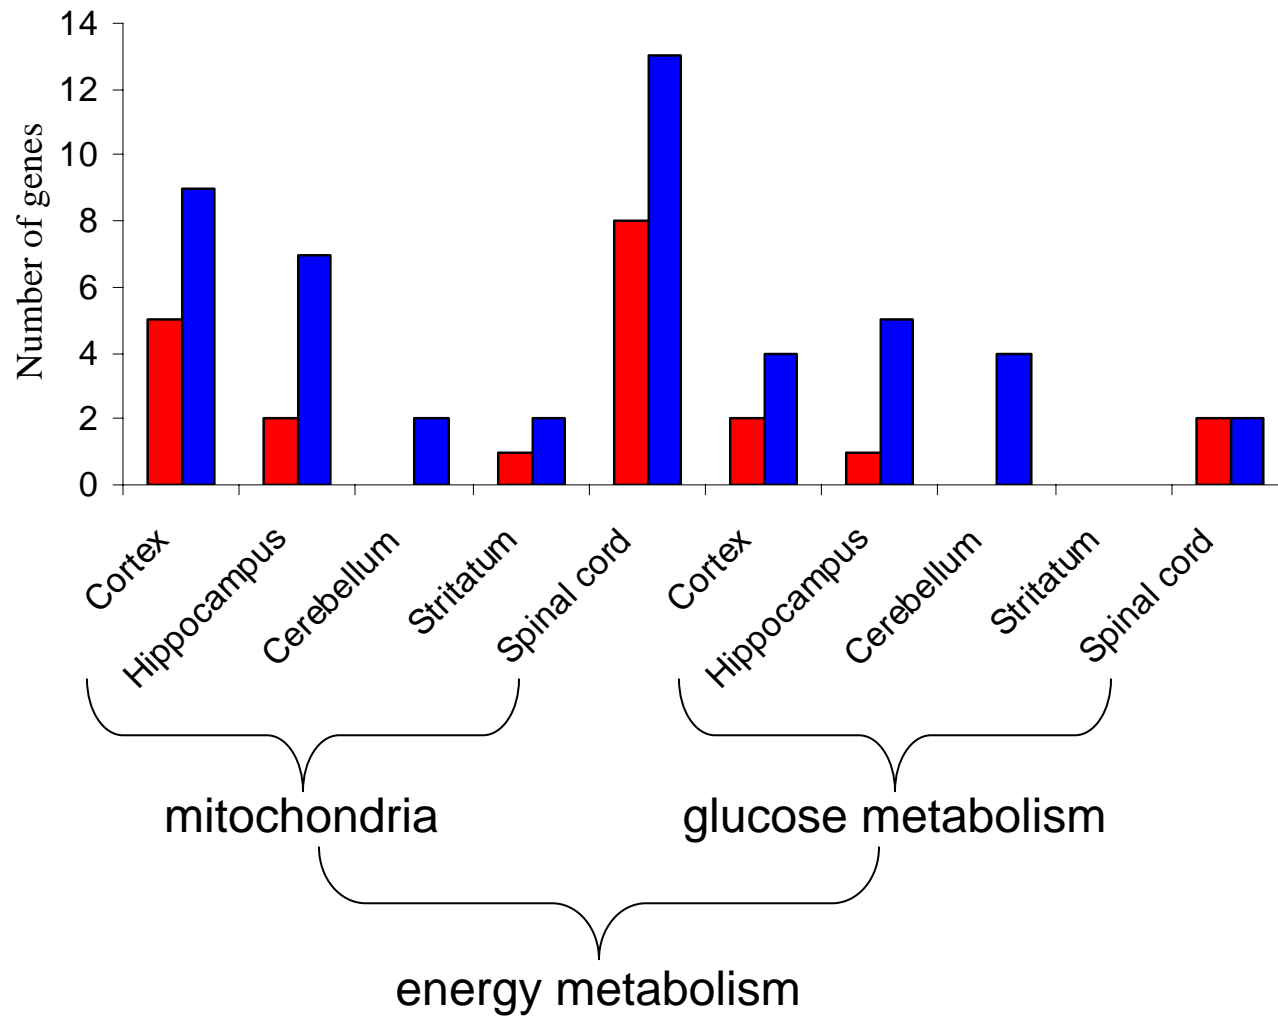

**Xu-FigureS1. All CNS shared aging feature: the decline of energy metabolism**

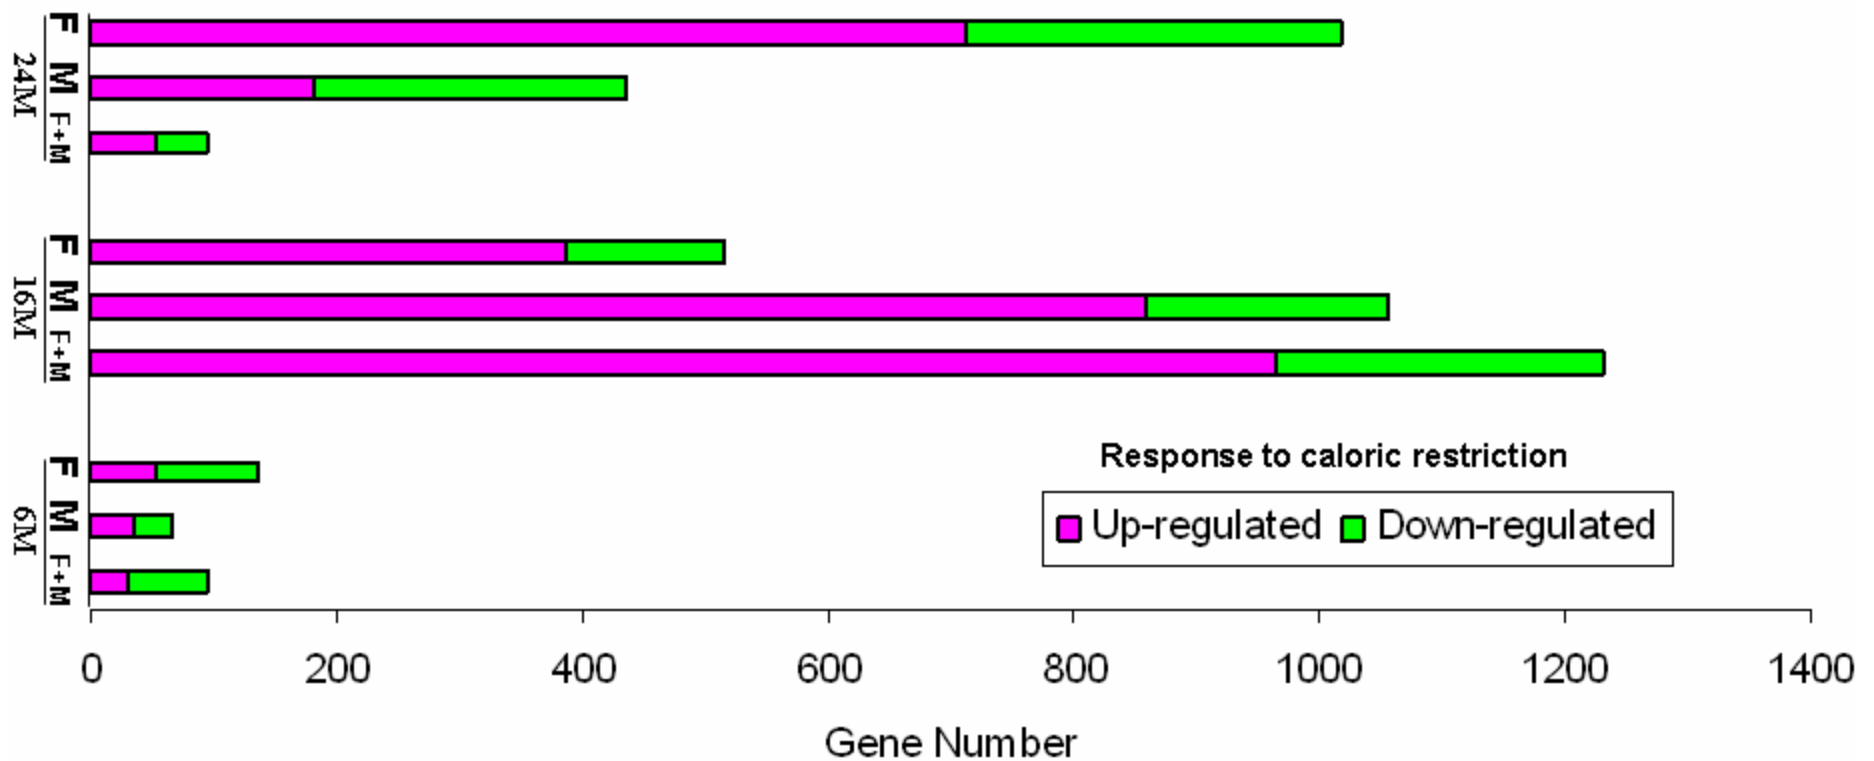

Figure S2. Age-related changes in responsiveness of the hippocampal transcriptome to CR in males and females.

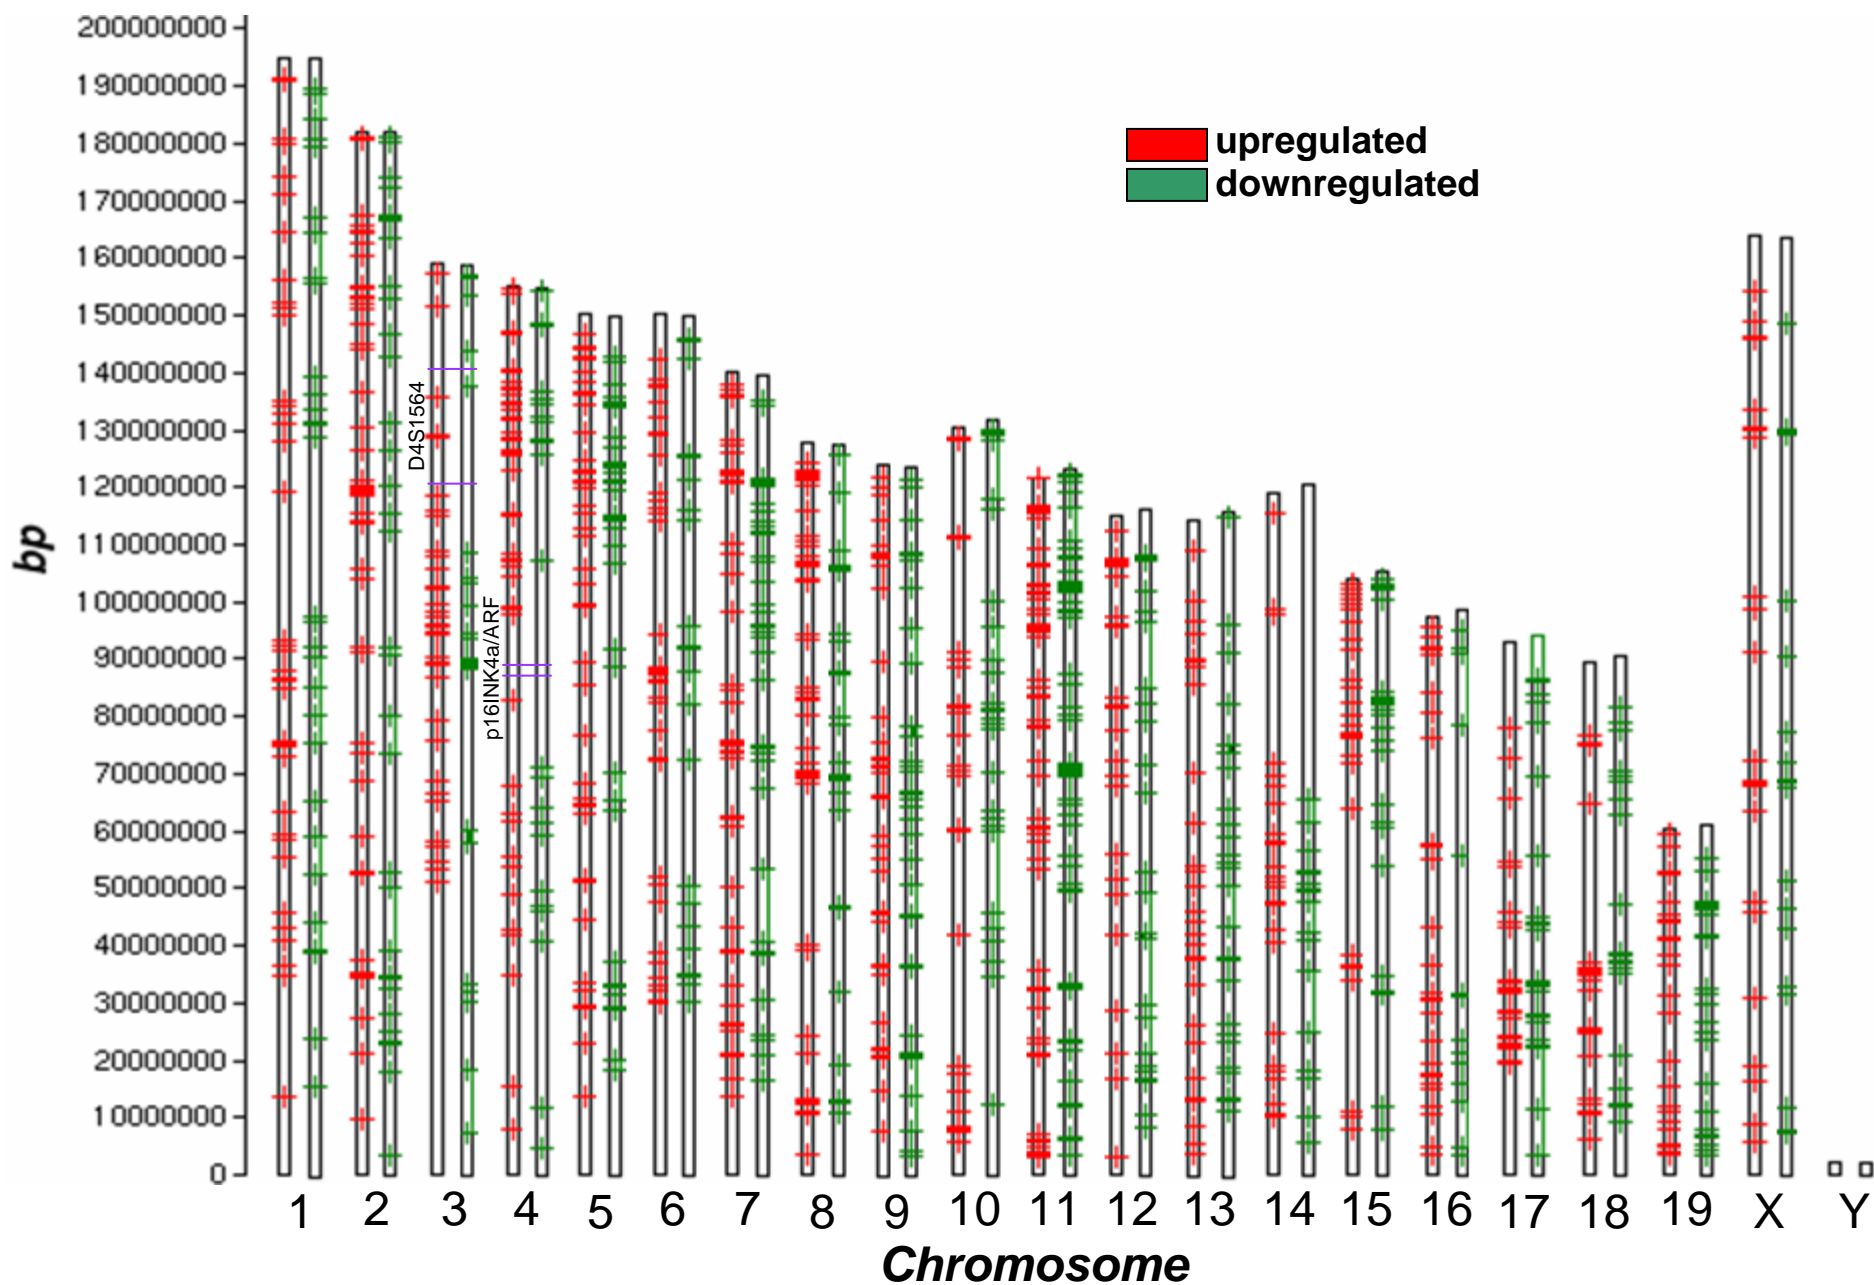

**Xu-FigureS3a. Chromosome localization of CNS age-responsive genes.**

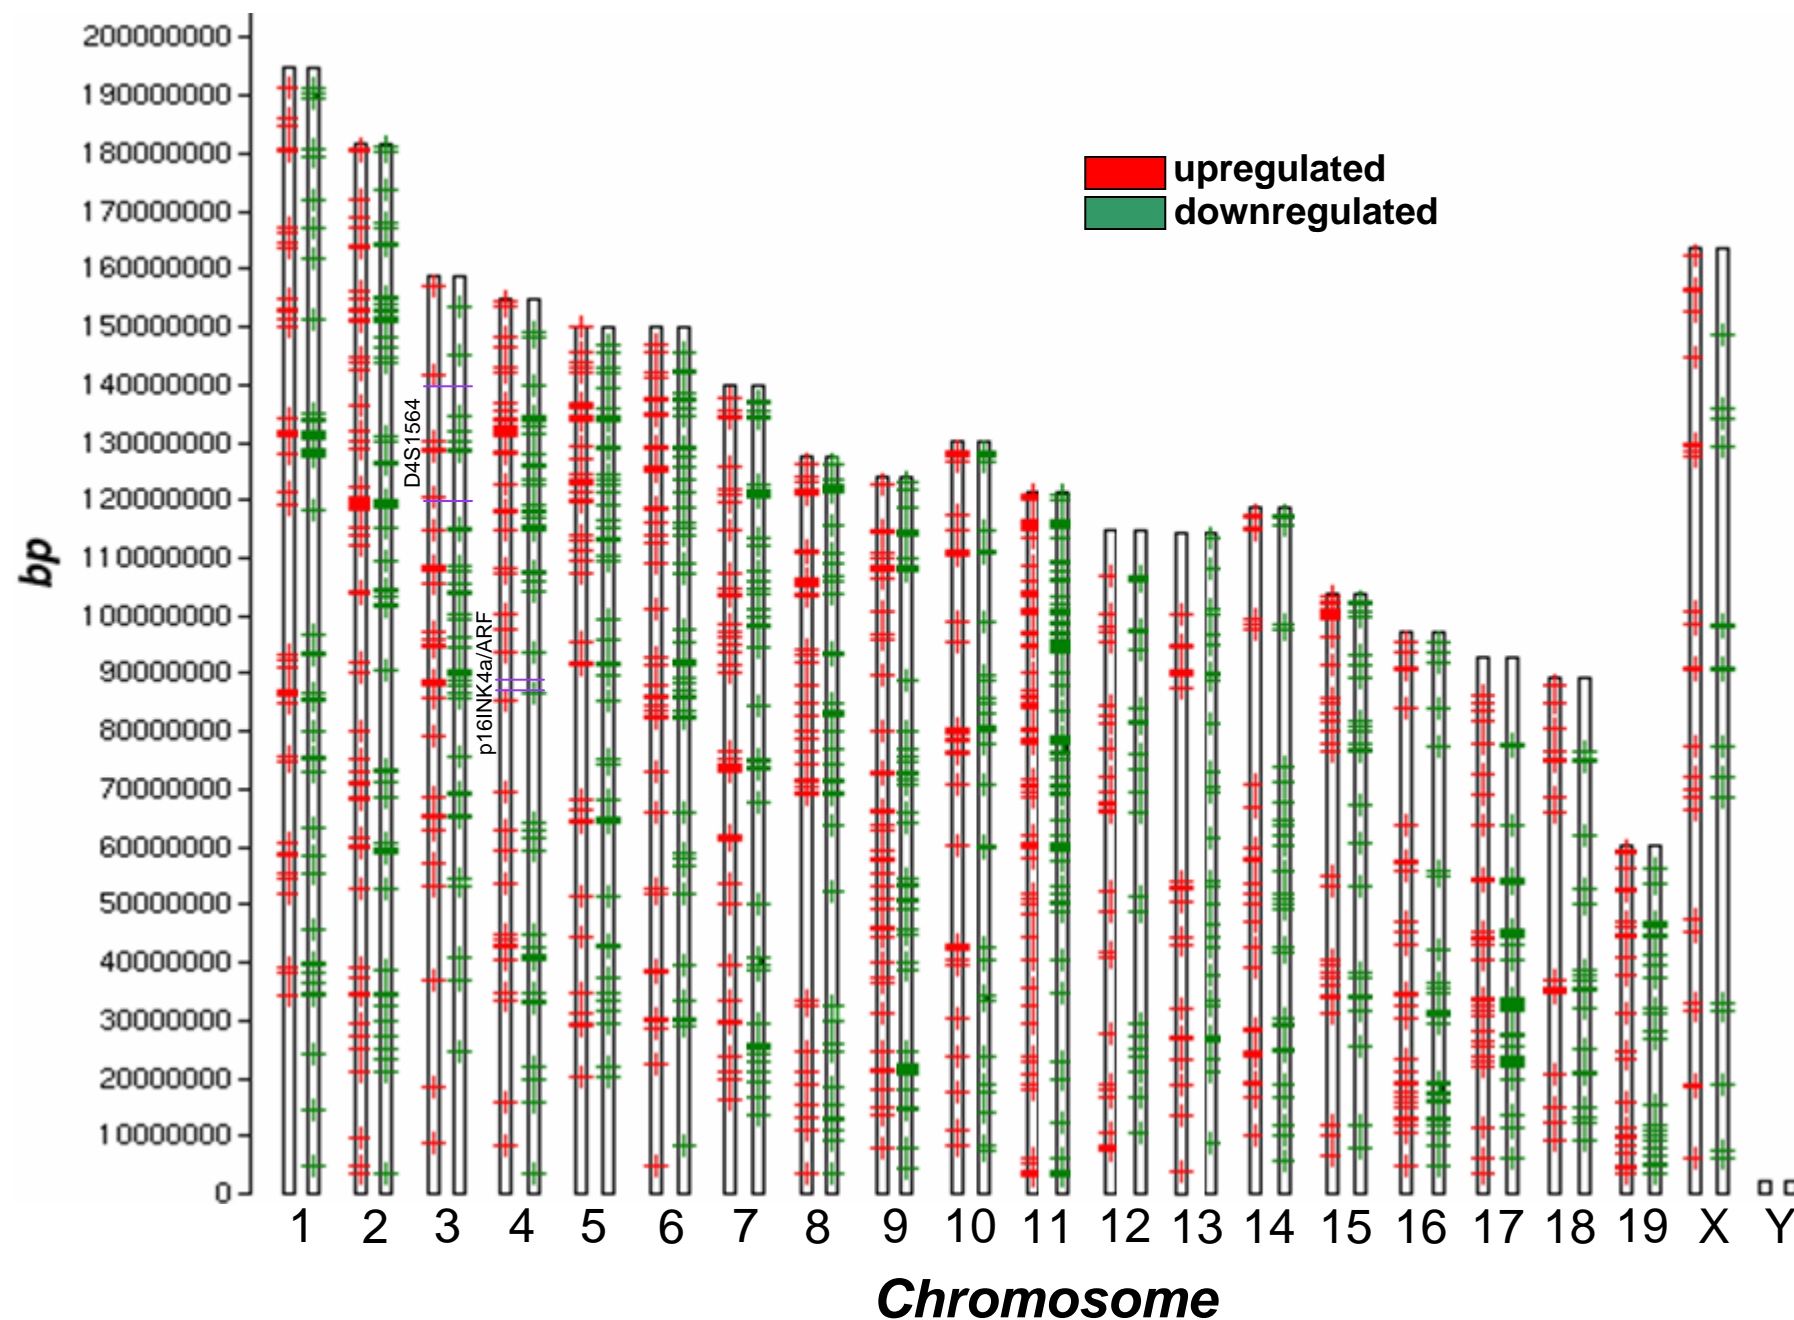

**Xu-FigureS3b. Chromosome localization of CNS CR-responsive genes.**

## Human chr. 4

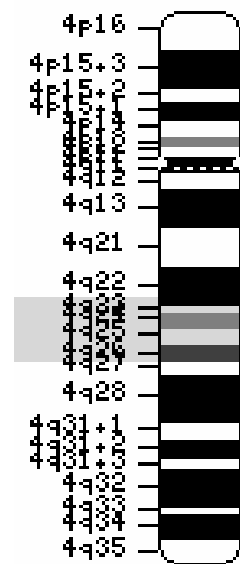

97.2-121.1M

## Mouse chr. 3

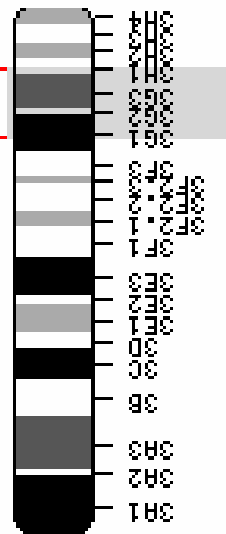

121.4-141.1M

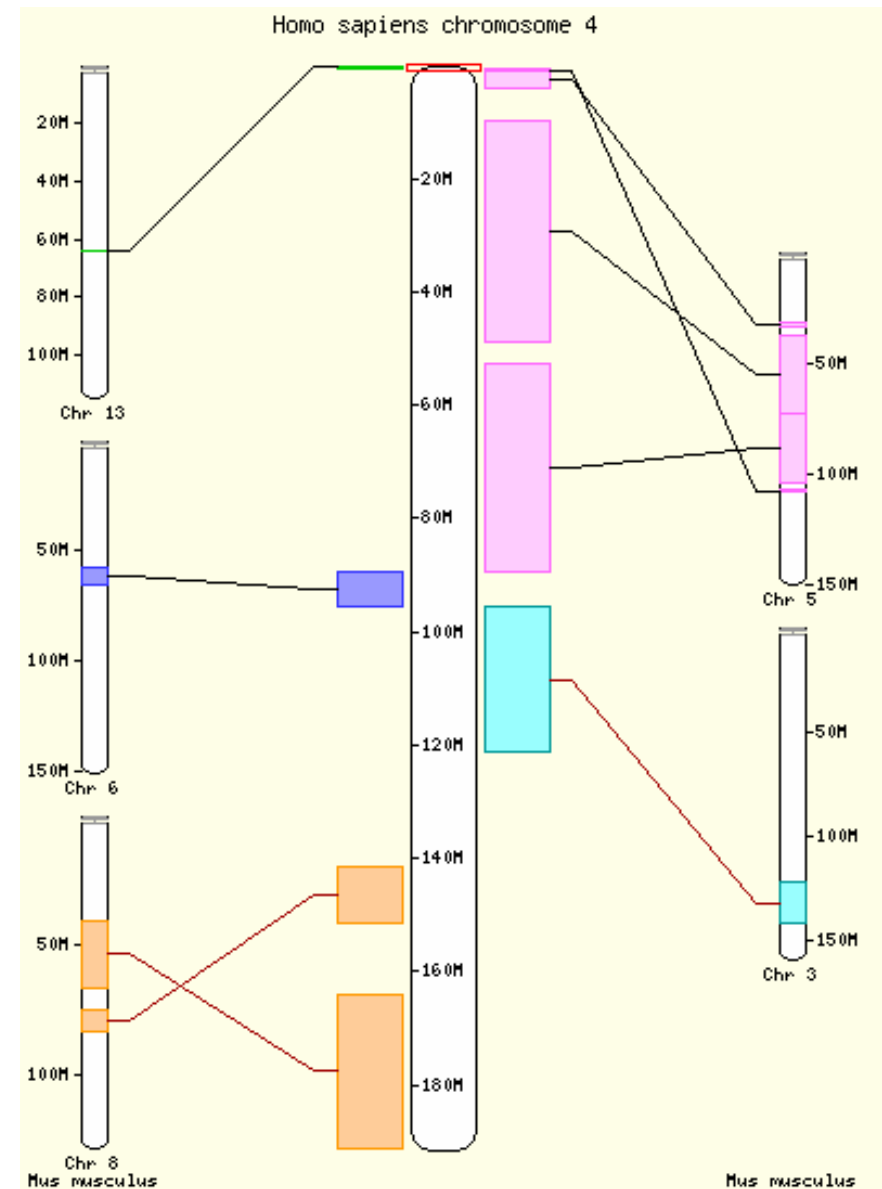

**Xu-FigureS3c. Synteny map of human exceptional longevity D4S1564 locus**

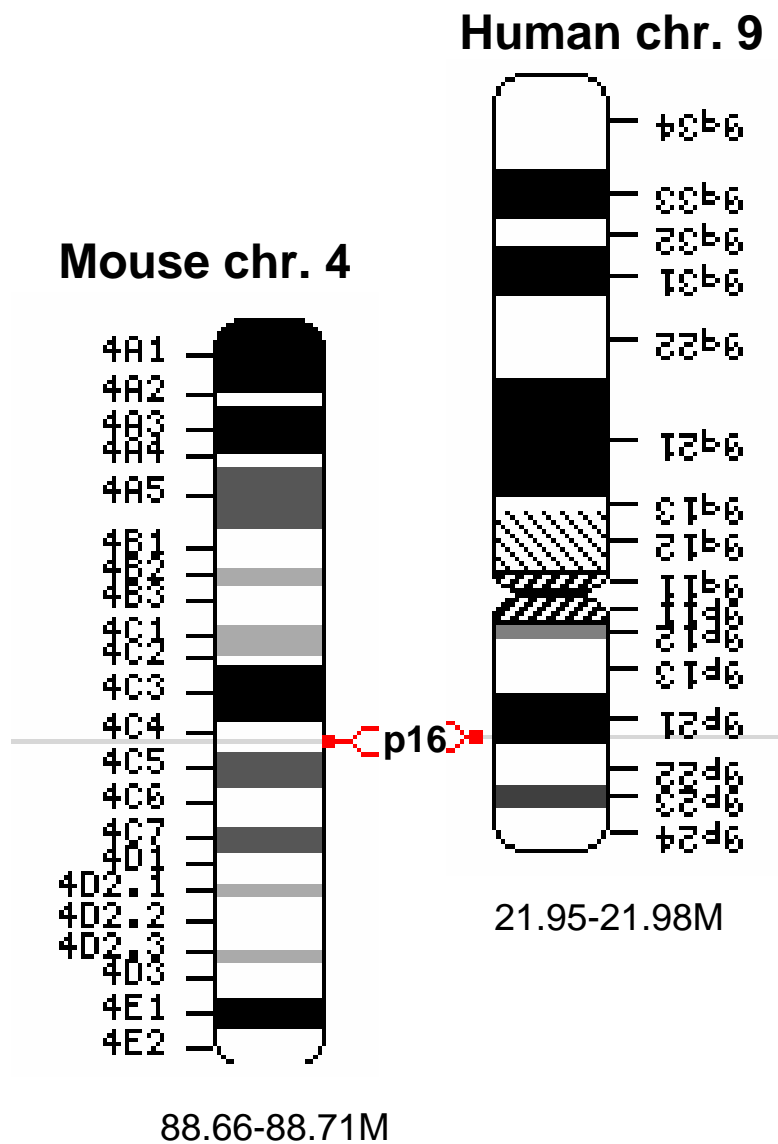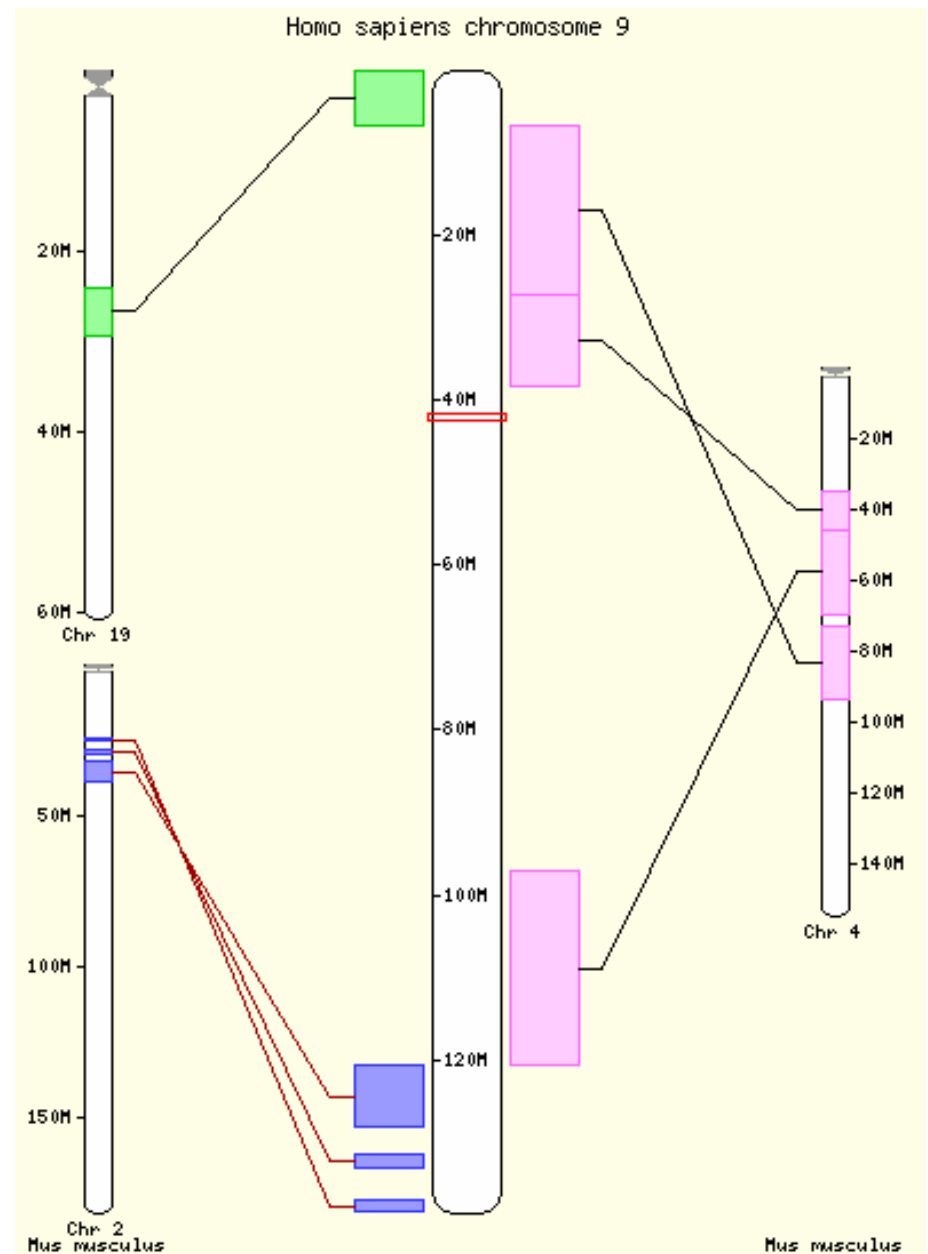

**Xu-FigureS3d. Synteny map of human p16INK4a/ARF locus**

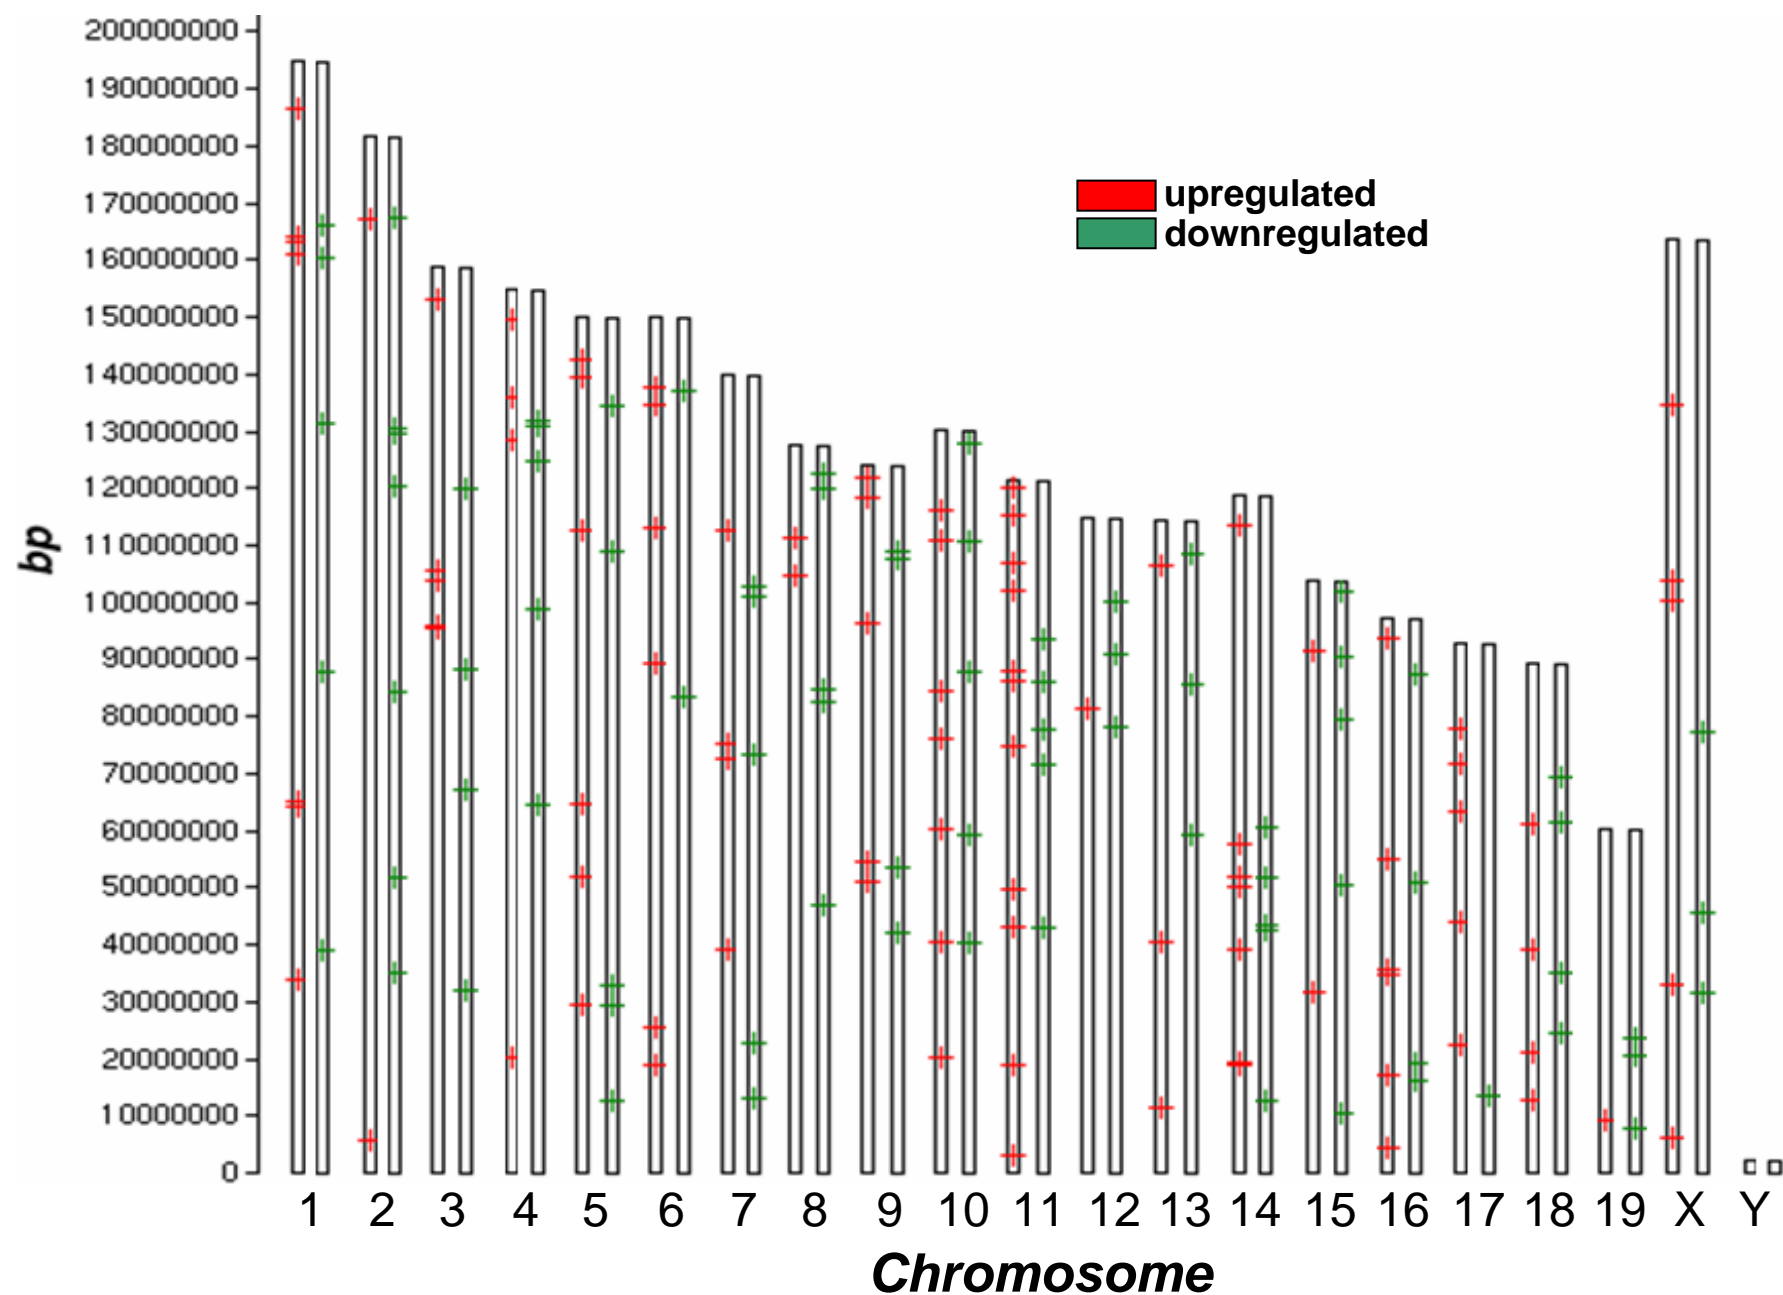

**Xu-FigureS3e. Chromosome localization of CNS sex influenced age-related genes.**

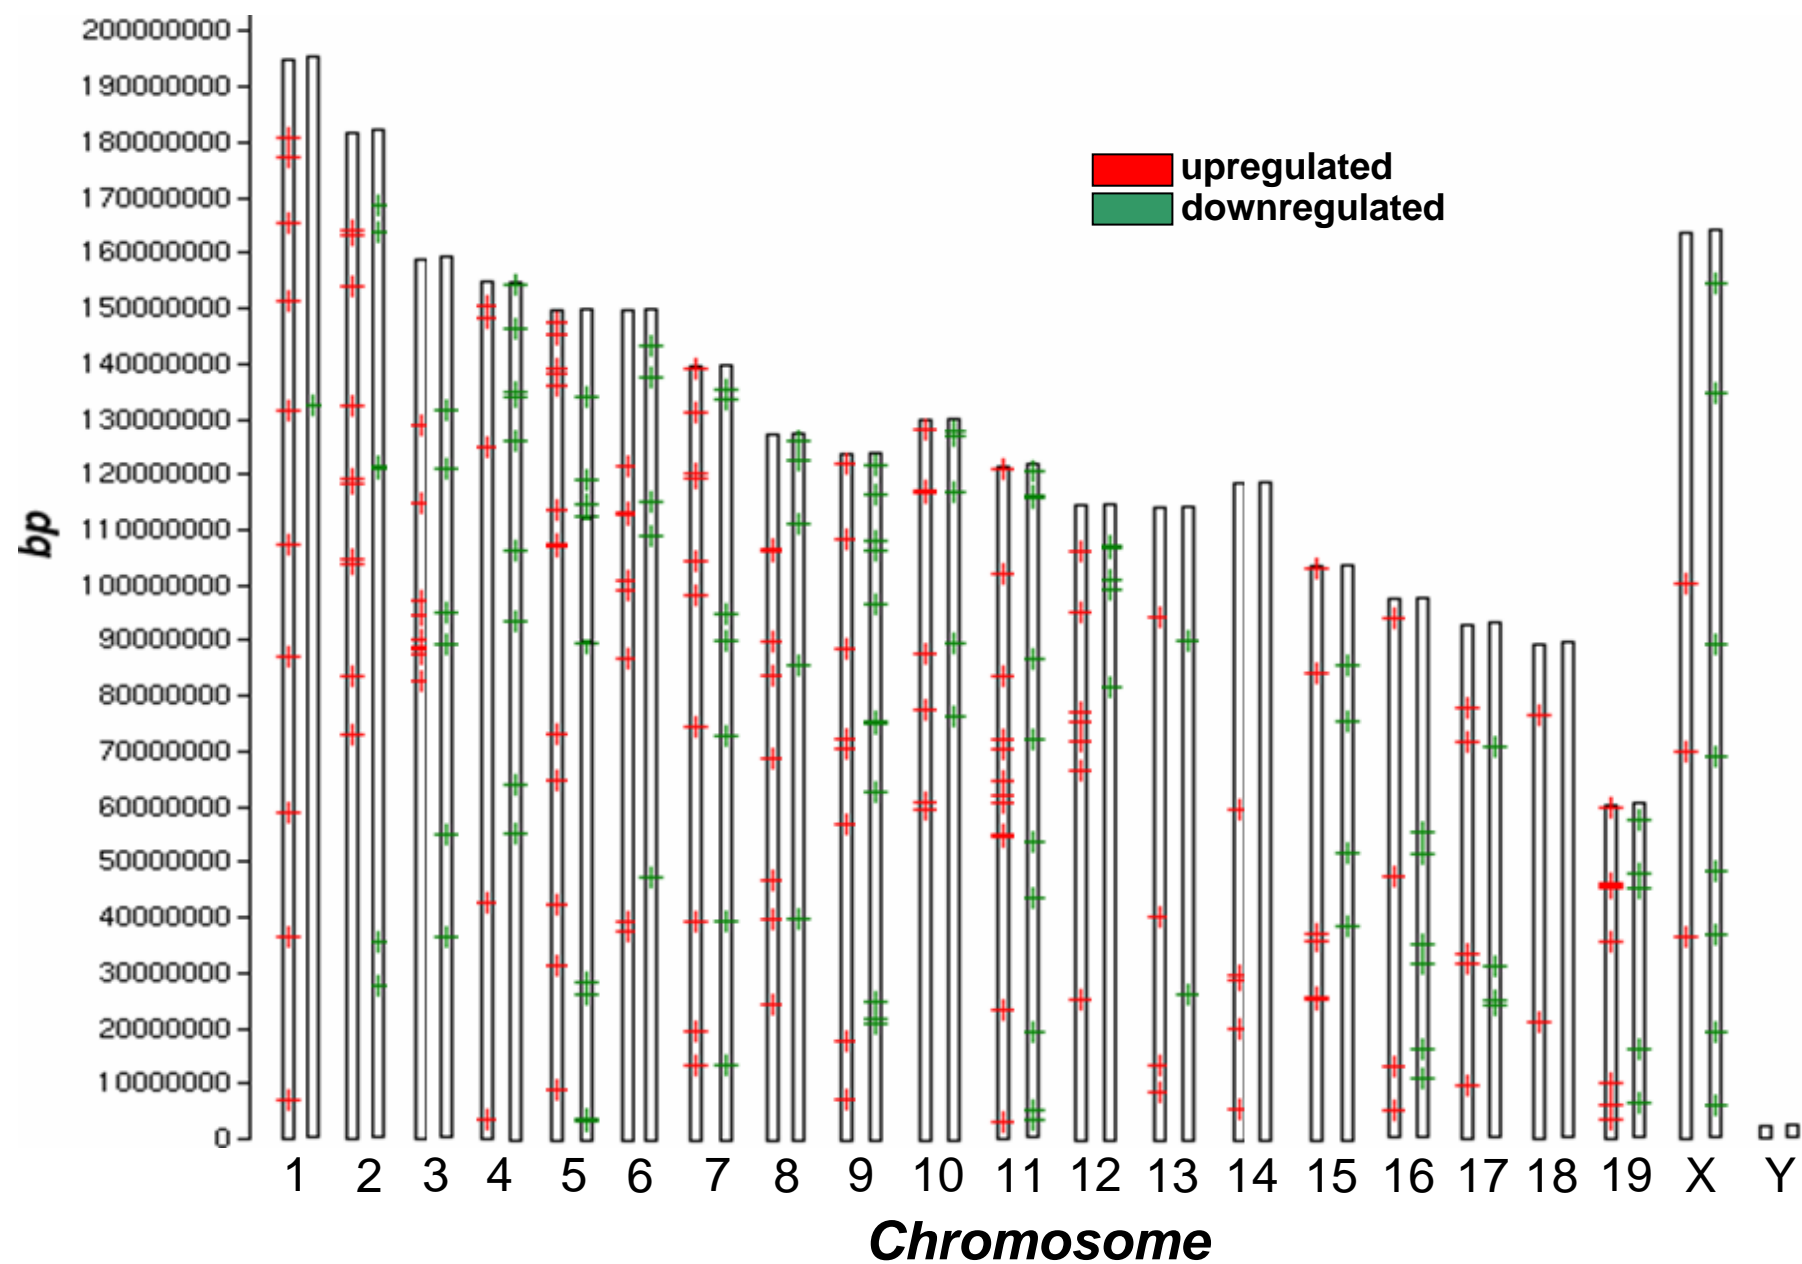

**Xu-FigureS3f. Chromosome localization of CNS sex influenced CR responsive genes.**

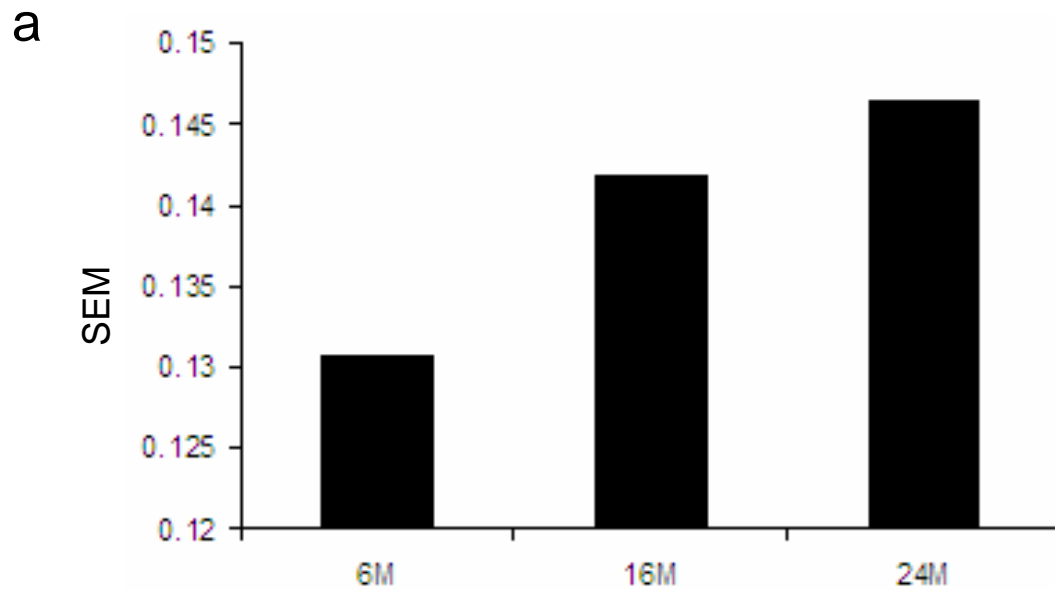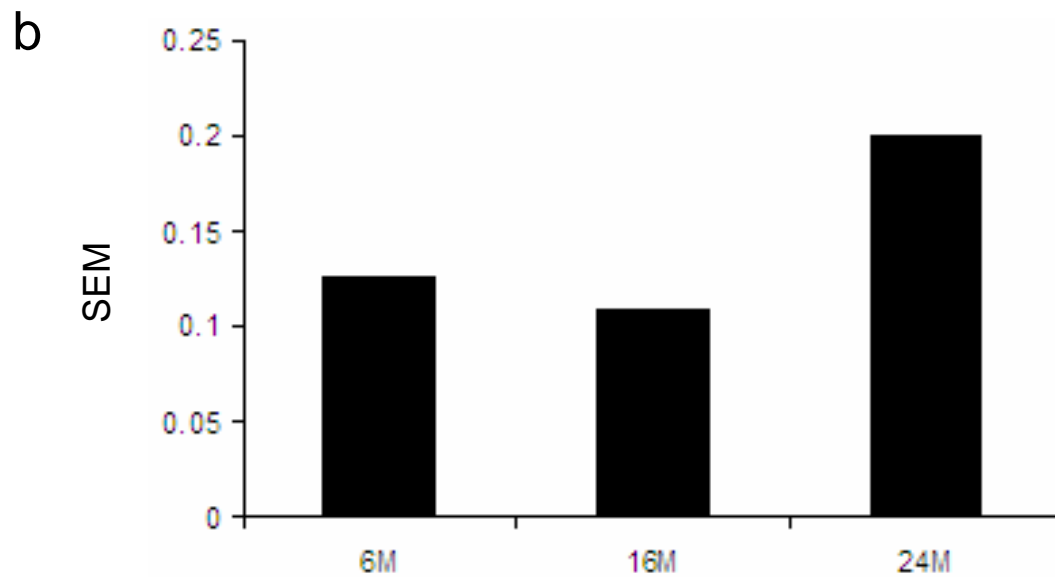

**Xu-FigureS4. Age-dependent gene expression variation analysis.** a. cortex; b. striatum. SEM: standard error of the mean.

**TableS6 The perturbation probability of UPS, Wnt, and WRN pathways in different sex of CNS regions during aging and in response to CR. The values with color represent the significant influence. A, ad libitum; C, Caloric restriction.**

## Overview Of DIANE 1.0

Software requirements:

DIANE 1.0 is a microarray analysis platform written in JSL (JMP Scripting language – a SAS product). It is spreadsheet based, is fast and efficient, and unlike EXCEL can accommodate very large file sizes with no decrease in processing speed. Since DIANE is written in the JSL language, it takes advantage of the computational power and visualization options found in JMP. Additionally, DIANE microarray analysis modules are free, while the basic [JMP](#) software on which DIANE is designed is inexpensive, technically well supported, and integrated with the SAS statistical package.

Modules:

DIANE has six modules and they operate in a similar manner; learning the first module aids in learning the other five. This enables the user to learn the program in a straightforward manner.

In each module one proceeds in a similar way. First the data file is opened. Then a box is provided to choose data columns to be used for calculations. A menu pops up for choices of thresholds of fold change or p-value. Having specified these choices, a click of the button operates the program. The results are appended as subsequent columns to the master file. Thus, at each stage of the analysis one file contains all the data that progressively builds the analysis.

DIANE can read data in a variety of options principally through text files or Excel sheets. The output can also be as Excel worksheets amongst a variety of choices.

### Module 1: **Data Normalization**

DIANE provides a menu of options to normalize with such as Z-normalization, log-median normalization, log transforms etc. Also it is convenient to add any user specified normalization.

### Module 2: **Principal component analysis**

This module facilitates clustering at the level of whole arrays while identifying arrays that are to be deemed outliers. PCA can be performed in 2 dimensions as well as in 3-dimensions. The user has the option of examining the clustering in a live rotating view. Output of .jpg images is provided as which can be used for publication.

### Module 3: **Generating Gene Lists**

Finds genes differentially expressed between treatment and control groups both through Z-difference formalism and ANOVA methods. As output, one receives gene lists in Excel for each comparison. Additionally, a summary sheet examines each gene for the number of distinct treatments in which it is over or under expressed. This often forms the first step in an investigator's study of one's experimental set up for it provides a comparative glance at the behavior of a gene over various treatment control pairs.

#### **Module 4: Standard Gene Clustering , N-Tuple Clustering**

This module clusters genes, which are differentially expressed, via traditional schemes such as k-means clustering or hierarchical clustering. Additionally it provides options to explore new clustering methods such as binary clustering or N-tuple clustering.

Here again, one can produce cell plots for hierarchical clustering or line plot diagrams for k-means clustering which can be made parts of manuscripts without further processing.

#### **Module 5 : Grouping by Gene Ontology (GO) categories**

Having determined a list of differentially expressed genes between treatments, the investigator is at pains to determine their distribution into biologically relevant groups such as GO functional categories, GO molecular or cellular functions , GO Biological functions or any other user determined categories. Upon specifying the functional categories of interest, DIANE produces pie charts depicting percentage distribution of genes into categories of interest. The pie chart mode can be converted to other graphical depictions that are suitable to the investigator. Efforts are underway to link clusters of Module 4 and pie charts of this module.

#### **Module 6 : Web connection to gene identifiers such as GenBank, Entrez.**

Module 3 generates lists of genes in several formats in successive columns. Typically they are gene names, identifiers from recognized databases such as GenBank , Entrez , Locuslink, Unigene etc. JMP enables opening relevant web pages corresponding to the Identifiers. The user can obtain annotations and published data relevant to the genes in module 3.

#### **Module 7 : PAGE: parametric analysis of gene set enrichment<sup>1</sup>**

This module tests for the enrichment of groups of genes between two treatments and identifies functional groups that are significantly enhanced. This facilitates a

departure from conventional microarray analysis focused on movement of individual genes and enables the user to explore functional groups of genes.

#### Reference

1. Kim SY, Volsky DJ. PAGE: parametric analysis of gene set enrichment. BMC Bioinformatics. 6:144 (2005).

## Online Supplement PP

As summarized in Figure PP1 below, the proposed algorithm includes three major components: coefficient of determination (CoD) Validation, Model Construction, and Intervention Analysis. The inputs to our algorithm are the experimental specific regulatory network and the genes involved in the network. The outputs are estimated probabilities that a network transit from one state to another in response to each internal intervention or external perturbation.

Prior to the mathematical simulation, the regulatory network was validated by the coefficient of determination (CoD) to ensure the context specificity to the gene expression profile under examination. CoD is mathematically defined as  $\theta_{\text{opt}} = \frac{\varepsilon_0 - \varepsilon_{\text{opt}}}{\varepsilon_0}$  where  $\varepsilon_0$  is the prediction error in the absence of predictor and  $\varepsilon_{\text{opt}}$  is the error for the optimal predictors. The larger the CoD value, the better the fit of the context specificity of a network topology to expression profiles. Real-value gene expression data were converted to the ternary presentation to ensure a high and uniform certainty in specifying genes undergoing significant transcriptional changes across experiments. The computational model we constructed contains  $n$  selected genes. Each gene has a ternary expression value, which is assigned as either over-expressed  $\{1\}$ , equivalently-expressed  $\{0\}$ , or under-expressed  $\{-1\}$ . The model allows any number of predictor genes for each target gene based on the topology of the network. For capturing the dynamics of the network, we used the state of predictor genes at step  $t$  and the corresponding conditional probabilities, which are estimated from observed data, to derive the state of target gene at step  $t + 1$ , as characterized by equation 1..

$$g_l^{(t+1)} = \begin{cases} -1 : \text{with } C_l^{-1}(g_{i_1}^{(t)} g_{i_2}^{(t)} \cdots g_{i_k}^{(t)}) = p(g_l^{(t+1)} = -1 | g_{i_1}^{(t)} g_{i_2}^{(t)} \cdots g_{i_k}^{(t)}) \\ 0 : \text{with } C_l^0(g_{i_1}^{(t)} g_{i_2}^{(t)} \cdots g_{i_k}^{(t)}) = p(g_l^{(t+1)} = 0 | g_{i_1}^{(t)} g_{i_2}^{(t)} \cdots g_{i_k}^{(t)}) \\ 1 : \text{with } C_l^1(g_{i_1}^{(t)} g_{i_2}^{(t)} \cdots g_{i_k}^{(t)}) = p(g_l^{(t+1)} = 1 | g_{i_1}^{(t)} g_{i_2}^{(t)} \cdots g_{i_k}^{(t)}) \end{cases} \quad (1)$$

The transition between gene states can be represented as a Markov chain. Considering gene perturbation, the transition probability can be formulated by equation 2.

$$\Pr\{S^{(t)} \rightarrow S^{(t+1)}\} = \left( \prod_{l=1}^n C_l^{g_l^{(t+1)}} \right) \times (1-p)^n + p^{n_0} (1-p)^{n-n_0} p_0^{n_0} \times 1_{[S^{(t)} \neq S^{(t+1)}]} \quad (2)$$

where  $S^{(t)} = (g_1^{(t)} g_2^{(t)} \dots g_n^{(t)})$ . Based on the transition matrix of the model, we constructed the intervention information matrix  $\mathbf{H}$  in which the element is defined as

$$H_K(x, y) = \sum_{k=1}^K F_k(x, y), \quad F_k(x, y) \text{ can be computed recursively as}$$

$$F_k(x, y) = \sum_{z \in [-1, 0, 1]^n - \{y\}} A(x, z) F_{k-1}(z, y). \text{ Each element } A(x, y) \text{ of the transition matrix } \mathbf{A} \text{ can}$$

be computed using equation 2. Each column in  $\mathbf{H}$  represents the probability that the network, starting in all possible intervened states, will visit to a given target state  $y$ . Using the intervention information matrix  $\mathbf{H}$ , we can find the best candidate genes with which of the genes in network should we intervene genes by multiple simultaneous flipping their status so that the probability that the network transit from an initial state to an target state is greatest. For simulating simple stimulus, we intervened mathematically one gene, two genes, and three genes each time and kept the rest genes unchanged for an initial state.

An advantage of computational and mathematical modeling of cellular system is the capability to simulate the *in silico* system to predict a cellular system's behavior under conditions that might not be easy to impose on a target system. The conditions may include those not existing in natural environments, but have potential clinical implications such as mutation of a gene. Such predictions could provide a new hypothesis that might be validated via independent biological experiments.

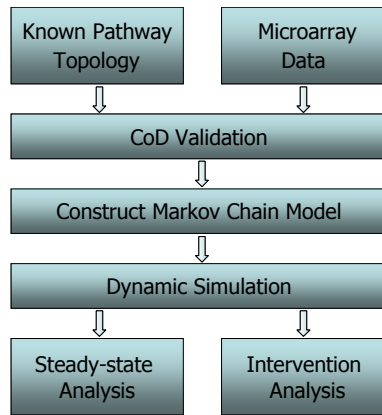

Figure PP1

## Reference

Li, H. and Zhan, M. (2005) Systematic intervention of transcription for identifying network response to disease and cellular phenotypes. *Bioinformatics* in press.

## Gene-specific primers used for Real-Time PCR Analyses

1. Heat shock protein 1, alpha

Forward: aagccgatttgacgagaaa;

Reverse: agaagggcccgaattctaa

2. HIF-1 alpha

Reverse: gggttcacaatcagcacca

3. Werner syndrome homolog

Forward: cctttccagtccaaacctc;

Reverse: aggcaggagcctgttctcag

4. Jagged 1

Forward: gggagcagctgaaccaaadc;

Reverse: gtttggaagcggactttc

5. ELOVL family member 6, elongation of long chain fatty acids

Forward: gatgacaaaggcctgaagc;

Reverse: gtggtgtaccagtgcagga

6. Nemo like kinase

Forward: ctgttgggcacaccatcact;

Reverse: cctgcaaagcaggtgaacag

7. Glyceraldehyde-3-phosphate dehydrogenase

Forward primers: cctgcgacttcaacagcaac;

Reverse primers: ctcttgaggccatgtagg

8. Hypoxanthine guanine phosphoribosyl transferase 1

Forward primers: tgccgaggatttgaaaaag;

Reverse primers: tccagcaggtcagcaaagaa

**Xu-SRT-PCR. Microarray quality validation(ratio change of age/CR responsiveness) by Real-time PCR.**

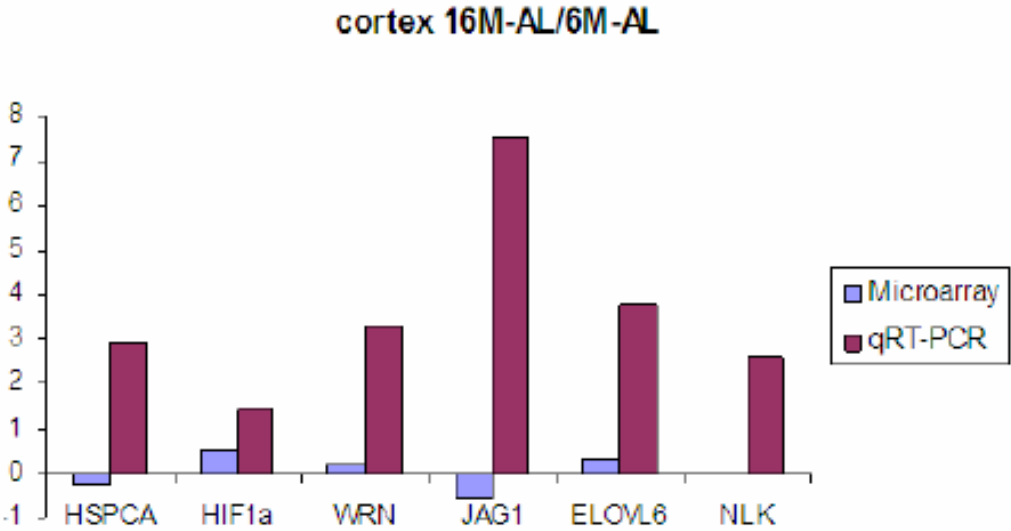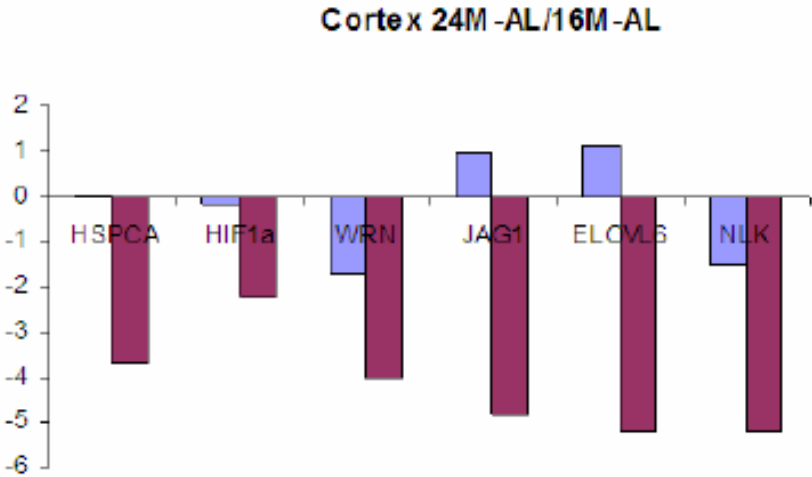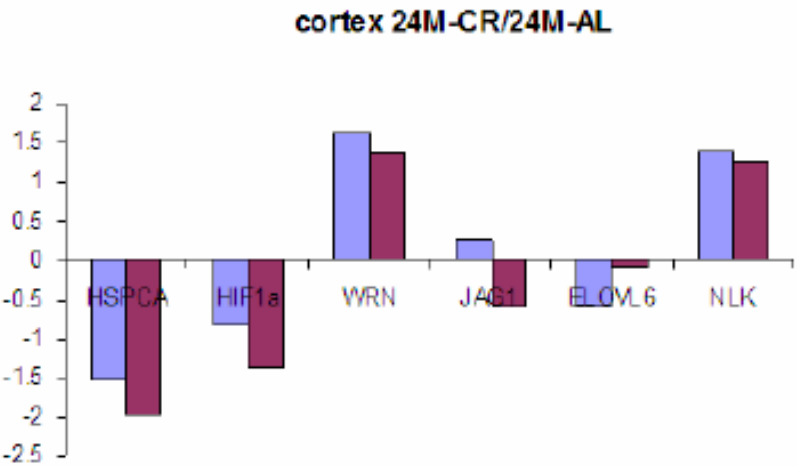

**Hippocampus 16M-AL/6M-AL**

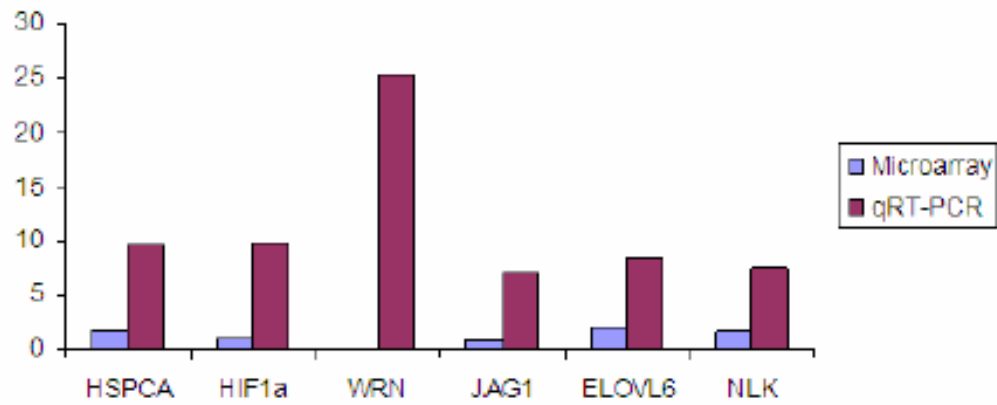

**Hippocampus 24M-AL/16M-AL**

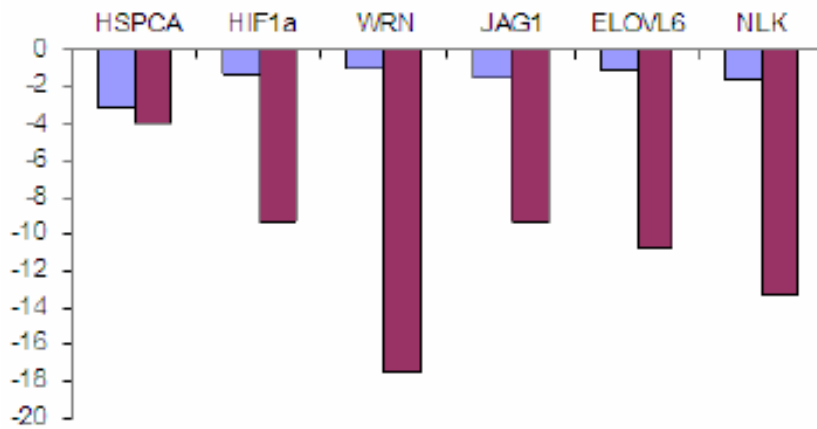

**Hippocampus 24M-CR/24M-AL**

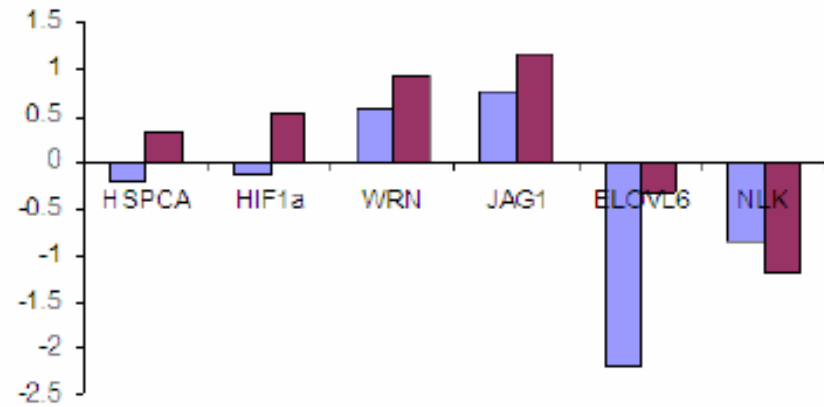

Spinal cord 16M-AL/6M-AL

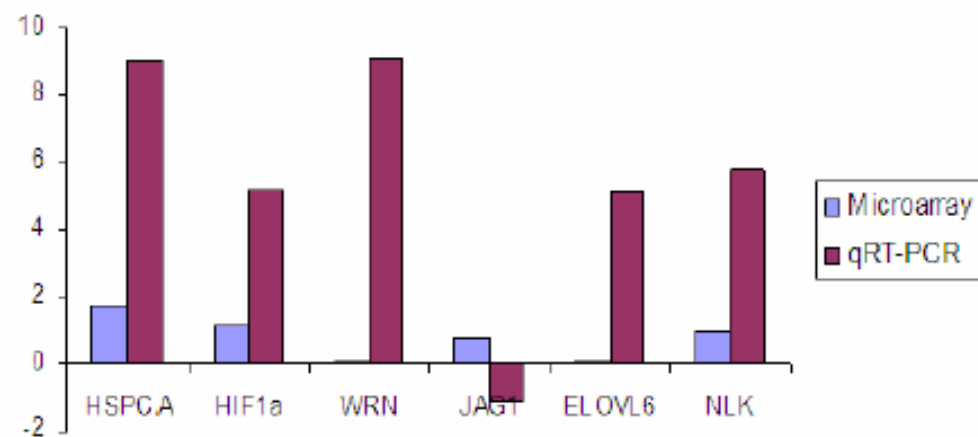

Spinal cord 24M-AL/16M-AL

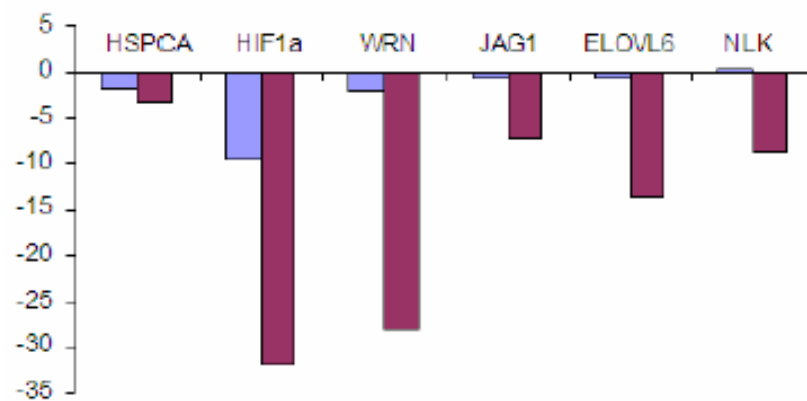

Spinal cord 24M-CR/24M-AL

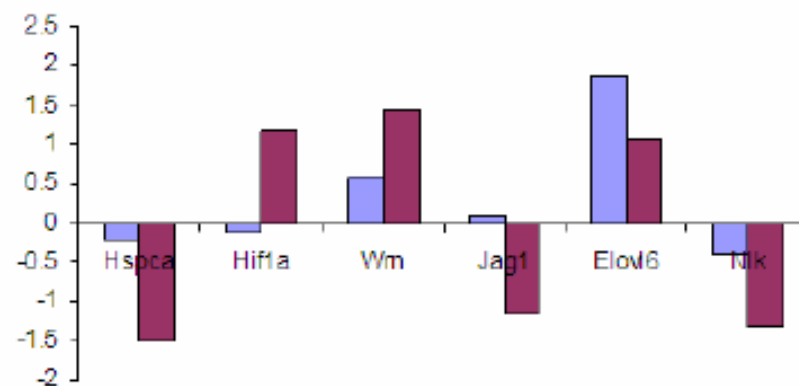

**Striatum 24M-AL/16M-AL**

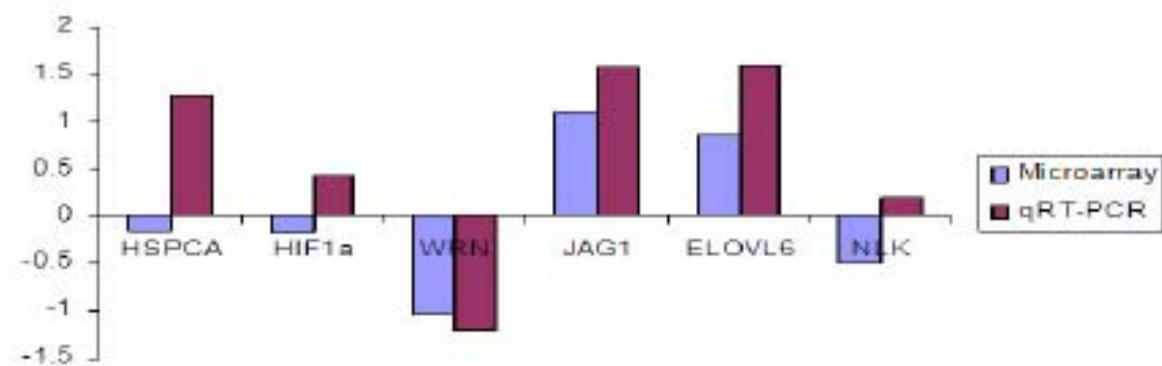

**Striatum 24M-CR/24M-AL**

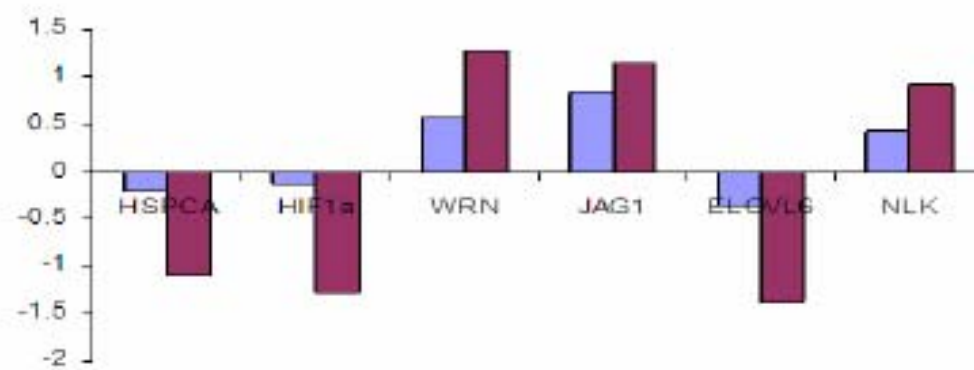

**TableS2aP2. Gene lists of mouse CNS age-related gene expression pattern 2**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

Transcribed locus

Transcribed locus, strongly similar to XP\_895654.1 similar to protein kinase LYK5 [Mus musculus]

Transcribed locus

Transcribed locus, weakly similar to NP\_982429.1 [Eremothecium gossypii]

Transcribed locus, weakly similar to XP\_573813.1 similar to envelope protein [Rattus norvegicus]

CDNA clone IMAGE:1548559

**TableS2aP3. Gene lists of mouse CNS age-related gene expression pattern 3**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

**TableS2aP4. Gene lists of mouse CNS age-related gene expression pattern 4**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

**TableS2aP5. Gene lists of mouse CNS age-related gene expression pattern 5**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

**TableS2aP6. Gene lists of mouse CNS age-related gene expression pattern 6**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

**TableS2b. Gene lists of mouse CNS AAGs**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

Transcribed locus

2 cells egg cDNA, RIKEN full-length enriched library, clone:B020036G17  
product:unclassifiable, full insert sequence

Transcribed locus

Transcribed locus

Transcribed locus, strongly similar to XP\_895654.1 similar to protein kinase LYK5 [Mus musculus]

CDNA clone IMAGE:1548559

**TableS3. Functional categories of mouse CNS known AAGs**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

Red color represents upregulation; blue color represents downregulation.

**CORTEX**

## HIPPOCAMPUS

#### RNA editing/processing

#### Protein synthesis/ degradation

### Signal transduction

### Growth factors & signaling

### Trafficking

## CEREBELLUM

## STRIATUM

#### Lipid metabolism

Stearoyl-Coenzyme A desaturase 2  
Proteolipid protein (myelin) 1  
Phosphoglycerate mutase 1

#### Amino acid modification

Aldehyde dehydrogenase family 1, subfamily A2

### SPINAL CORD

#### Transcription regulators

#### Mitochondria

**Stable 1. Genes consistently responsive to CR across advancing age in mouse CNS**

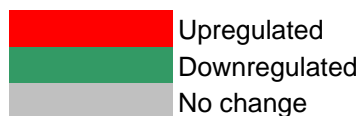

### Cortex

### Hippocampus

### Cerebellum

### Striatum

### Spinal cord

**TableS4a-6M. CR responsive gene lists of 6M mouse CNS.**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

Transcribed locus

strongly similar to XP\_342893.2 similar to KIAA0467 protein

clone:G730002L02 product:unclassifiable, full insert sequence

**TableS4a-16M. CR responsive gene lists of 16M mouse CNS.**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

Transcribed locus

Transcribed locus

Transcribed locus

Transcribed locus

Transcribed locus

clone:7420422E11 product:hypothetical protein

Transcribed locus

Transcribed locus

Transcribed locus

**TableS4a-24M. CR responsive gene lists of 24M mouse CNS.**

**Notes.** Cor: cortex; Hip: hippocampus; Cer: cerebellum; Str: striatum; SC: spinal cord.

Transcribed locus

Adult male corpora quadrigemina cDNA, RIKEN full-length enriched library, clone:B230210N13 product:unclassifiable, full insert sequence

Transcribed locus

Transcribed locus

**TableS4c. The impact of CR on the reversion of AAGs expression.**

**Notes.** Red color represents upregulation in aging; blue color represents downregulation in aging.

Green color represents reversion of upregulated AAGs; Purple color represents reversion of downregulated AAG.

**CORTEX**

## HIPPOCAMPUS

## CEREBELLUM

## STRIATUM

### Zero

## SPINAL CORD

**TableS5b,c. Genes differentially affected by CR in males and females**

**Notes.** Red color represents higher expressed in female; blue color represents lower expression in female.

**CORTEX**

## HIPPOCAMPUS

## CEREBELLUM

## STRIATUM

## SPINAL CORD

**TableS5d. Age-responsive genes that were reverted by CR in males compared to females**

**Notes.** Blue color represents reversion of upregulated AAGs; Red color represents reversion of downregulated AAG.

**24M-M-hippo-AAGs reverted by CR**

3-monooxygenase/tryptophan 5-monooxygenase activation protein, gamma polypeptide  
Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, beta polypeptide  
Ubiquitin carboxyl-terminal hydrolase PGP9.5  
TNF receptor-associated protein 1  
Translocator of inner mitochondrial membrane 17a  
TSC22-related inducible leucine zipper 1b  
Transcription factor B1, mitochondrial  
Transforming growth factor beta regulated gene 4  
Suppressor of hairy wing homolog 4  
Spectrin beta 2  
SPARC-like 1  
SMAD specific E3 ubiquitin protein ligase 2  
SKB1 homolog  
Splicing factor 3b, subunit 2  
SET binding protein 1  
Seryl-aminoacyl-tRNA synthetase 1  
ROD1 regulator of differentiation 1 , transcript variant 1  
Recombination activating gene 1 gene activation  
Proteasome subunit, beta type 4  
Peptidylprolyl isomerase A  
Phospholipase A2, group VI  
Hydrophilic CFTR-binding protein CAP70  
Phosphoenolpyruvate carboxykinase 2  
Oxidative-stress responsive 1  
Olfactomedin 1  
Malate dehydrogenase 1, NAD  
Methionine-tRNA synthetase 2  
Linker of T-cell receptor pathways

### 24M-F-hippo-AAGs reverted by CR

## TableS7a

**Age-associated cortex genes common between the present study and previous mouse (Lee, et. al.) and human (Lu, et. al.) studies.**

**Notes.** Red color represents upregulation; blue color represents downregulation.

**TableS7b**

**Genes significantly affected by aging in the present study and the study of Lee et. al.**

**Notes.** Red color represents upregulation; blue color represents downregulation.

## TableS7c

### Cerebellar genes significantly affected by aging in the present study and the study of Lee et. al.

Note: # which shown the aging patten 4 in our aging dataset. \* which represents the aging pattern 6 in our datasets  
Red color represents upregulation; blue color represents downregulation.

## TableS7d

### Comparison of regulated genes between the mouse cortex and human cortex aging data.

**Notes.** Red color represents upregulation; blue color represents downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

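The deposited files hold hippocampus arrays of 67 mice, of which 57 were 6, 16 or 24 months old on AL or CR and 10 were 17 to 44 days old on AL. The authors hybridized labelled cDNA to nylon filters, took the log10 intensity of each spot, and deposited a z-score per feature, computed within each array to a mean of 0 and a standard deviation of 1. The values have 2 decimals. The scores were used as deposited. Several of the named genes had close feature numbers. Whether such features share an effect of array position was not tested. No raw intensities or background values were in the files, so that signal over background could not be computed, and the number of arrays limits precision. The array part analysed carries 50% of the clones. Genes were taken from the array's annotation; 4209 different genes were named, 561 of them by more than 1 feature.
Age groups were taken from the age in days and the group sizes of Table 1. The description field of AMC76 repeats that of a younger mouse; its title and characteristics both give a male on AL of 714 days, and it was kept as such. Every pair of arrays was compared, and 2 arrays of 16-month-old CR mice, AMC58 (male) and AMC27 (female), were near-identical, with 98.5% of features within 0.05 of each other. They were averaged to 1 array. In the fits this array counted equally towards the male and the female group, so that it also entered differences, p-values and calls by sex. The means, SDs and numbers of mice given by sex leave it out. The mice of 17 to 44 days were compared only with AL mice of 6 months.
Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per age, diet and sex group), and p-values were adjusted by the Benjamini-Hochberg method over all features at a threshold of 0.05. The z-ratio of the study's rule was the plain difference of the group means, every mouse counting equally. It was divided by the standard deviation of all such differences of that comparison. Differences between effects of CR at 2 ages or in the sexes were tested as interaction terms of the same fit. For genes that the paper names and for the mean z-score of features with no gene listed, permutations of the group labels were used. Where 2 groups were compared, labels were exchanged over all mice of these groups, so that these tests were not stratified by sex. Gene lists were tested with limma's camera at its preset correlation, with camera at an estimated correlation and with fry, each adjusted over 32 lists; members were also adjusted over the list alone. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.
Gene lists, groups, tests and alternatives were set before the data were examined, except as said here. After the data were seen 4 alternatives were added: the near-identical arrays kept as 2 mice, the mean z-score of features with no gene listed as a covariate, a z-ratio scaled to the study's, and only features with a gene as background for the lists. The tests of the title-number cycle and of a shared axis between arrays as explanations, and the exchange of labels within cycles, were also set after the result was seen. The other alternatives were quantile normalization, an ordinary linear model, no filter on the mean z-score, only features with a mean z-score above 0, the cycle of title numbers as a block, array weights, only the arrays of the groups compared, all 67 arrays, and leaving out each mouse in turn. Genes were named by a rule: the 10 highest and 10 lowest differences at an adjusted p under 0.05 or, where fewer than 5 passed, those called by the study's rule, with every gene the paper names for hippocampus and the members of the lists. With several features for a gene, the one with the highest mean was taken, except that the permutation tests used the clone of Marcks that the paper lists. Values in the paper's tables had been seen before. Group labels were also exchanged within sex, 100 times or 56 times for 24-month-old males, the real labels included. The fits were tested on simulated data with 200 changed features. The recovered percentages hold for the simulated noise. Whether they hold for the real arrays, which share an axis of variation, was not tested.
The other CNS regions and the RT-PCR data of the paper were not in the files.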

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

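The tests on the title-number cycle and on a shared axis between arrays were chosen only after the result was seen; the others were set earlier. In 26 tests, of groups of arrays on 2 measures, chance marks about 1 in 20 as holding an array far from the others. The mean z-score of features with no gene listed was 0.090 in the 16M AL female replicate AMC130, against a median of 0.062 in the other arrays of its group. In the 24M CR female replicate AMC25 it was 0.061, against a median of 0.115 in the other arrays of its group. The mean correlation of AMC25 with the others of its group was 0.964, against a median of 0.982 for those others. The effect of CR on this mean differed between the sexes at 24 months by 0.053 (exact permutation test, p = 0.024). Across features the effects of CR in females and males at 24 months correlated at -0.581.
At 16 months on CR most called features were higher. Leaving out the near-identical pair gave 683 calls and the title-number cycle as a block 649, against 661, so that neither accounts for the number. The difference between CR and AL lay along the first axis of variation between mice within groups at 6 and 24 months, with a cosine of 0.891, against a median of 0.391 and a highest value of 0.871 over 99 relabellings. That axis held 33.4% of the variation within groups. A candidate explanation is a property of whole arrays, such as labelling or tissue quality, that differed between the diets at 16 months; whether it is technical or biological stays open.
The AL mice of 16 months differed in opposite ways from both other ages. With different 16-month-old mice in each of the 2 intervals, the mean correlation of the intervals was -0.266 (SD 0.168 over splits), so that the part of the shared mice could not be told from the rest. With the first axis of the CR mice taken out, which held 34.5% of the variation, it was 0.0909 (SD 0.167). This is consistent with an axis shared by whole arrays, and the nature of that axis stays open.
Across features the effects of CR in the sexes correlated negatively at 24 months. With the first axis of 6- and 16-month-old mice taken out, which held 28.7% of the variation, their correlation was -0.163, which lies between the values set for either outcome. The cosines of the effects with that axis were 0.834 in females and 0.611 in males. The males on CR were younger than the other mice of that age. Over the 10 splits of the AL males into 2 and 3 by which the part of age was tested, the mean correlation was 0.294 (range 0.0178 to 0.444), and no answer followed.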

How the results depend on the processing

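The covariate, the scaled z-ratio, the background of named features and the pair kept as 2 mice were chosen only after the result was seen. For named genes 6583 values were counted as unchanged over the alternatives, 485 as weaker, 36 as stronger and 0 as reversed. Of the 6583, 4875 came from fits that leave out 1 mouse. The set includes genes with very small differences and no call. A change of sign in these was not counted as reversed, so the counts do not show that they kept their direction. Calls for CR at 16 months numbered 628 after quantile normalization, 593 of them shared. With the covariate 70 of 359 calls from 6 to 16 months, 25 of 135 from 16 to 24 months, 66 of 661 for CR at 16 months and, at 24 months, 66 of 436 in females and 9 of 77 in males were shared. Signal over background was not used here. Where no cause is given below, the cause was not tested.
Features at an adjusted p under 0.05 from limma, which were 1 for CR at 16 months and 0 elsewhere: only features with mean z above 0: CR at 16M 732; title-number cycle as a block: CR at 16M 752, female against male 1; array weights: CR at 16M 2489, CR at 16M in males 2411, CR at 24M in females 3045, CR effect in females against males at 24M 2580, 6M against 1M 1; only arrays of the groups compared: CR at 16M 552, CR at 6M in males 1; near-identical arrays kept as 2 mice: CR at 16M 1271; mean of unnamed features as covariate: CR at 16M 0.
Called features and shares in percent: title-number cycle as a block: CR at 24M 31, AAGs reverted by CR in males 5.502, AAGs reverted by CR in females 9.524; mean of unnamed features as covariate: 16M against 6M 177, 24M against 16M 64, 24M against 6M 345, CR at 6M 111, CR at 16M 131, CR at 24M 53, CR at 6M in females 152, CR at 6M in males 35, CR at 16M in females 69, CR at 16M in males 75, CR at 24M in females 104, AAGs 64, pattern 4 2.991, AAGs reverted by CR at 24M 12.5, AAGs reverted by CR in males 26.09, AAGs reverted by CR in females 19.39; ordinary linear model: CR at 16M in females 61, CR at 24M in females 201, AAGs reverted by CR at 24M 0.7407; no filter on mean z: 16M against 6M 721, 24M against 16M 330, 24M against 6M 344, CR at 6M 102, CR at 16M 993, CR at 24M 56, CR at 6M in females 192, CR at 6M in males 45, CR at 16M in females 470, CR at 24M in females 741, CR at 24M in males 236, female against male 615, female against male among CR mice 679, AAGs 330, AAGs reverted by CR in females 8.421; z-ratio scaled to the study's: AAGs reverted by CR at 24M 0.9259.
Correlation of the effects of CR in the sexes: covariate, 0.31 at 16M and -0.163 at 24M. Gene lists past camera: camera with an estimated correlation: gene lists, 24M against 16M 0, gene lists, 24M against 6M 0, gene lists, CR at 16M 0; 1 feature per gene: gene lists, 24M against 16M 4, gene lists, 24M against 6M 0, gene lists, CR at 16M 1; only features with a gene as background: gene lists, 24M against 16M 4, gene lists, CR at 16M 0.
Range when each mouse was left out: CR at 16M (adjusted) 0 (without 16M CR male AMC101) to 1977 (without 16M CR female AMC104); CR at 16M in females (adjusted) 0 (without 16M CR female AMC4) to 1 (without 16M CR female AMC104); CR at 6M 11 (without 6M CR female AMC33) to 104 (without 6M AL male AMC50); CR at 6M in males 7 (without 6M CR male AMC7) to 25 (without 6M AL male AMC50); female against male among CR mice 199 (without 16M CR male AMC148) to 444 (without 24M CR female AMC25); CR at 6M in females 37 (without 6M AL female AMC23) to 139 (without 6M AL female AMC137); 16M against 6M 187 (without 6M AL male AMC50) to 543 (without 6M AL male AMC135); 24M against 6M 113 (without 6M AL male AMC21) to 343 (without 6M AL male AMC135); AAGs 72 (without 24M AL male AMC118) to 214 (without 24M AL male AMC119); pattern 2 11.87 (without 16M AL female AMC46) to 41.01 (without 6M AL male AMC50); pattern 4 3.218 (without 24M AL female AMC72) to 16.44 (without 24M AL male AMC119); CR at 16M in males 327 (without 16M CR male AMC209) to 664 (without 16M AL male AMC43); CR at 16M in females 54 (without 16M CR female AMC28) to 533 (without 16M CR female AMC104); 24M against 16M 72 (without 24M AL male AMC118) to 214 (without 24M AL male AMC119); AAGs reverted by CR at 24M 0 (without 24M CR male AMC207) to 3.896 (without 24M AL female AMC72); AAGs reverted by CR in males 4.12 (without 24M CR male AMC245) to 16.3 (without 24M AL male AMC119); AAGs reverted by CR in females 0 (without 24M CR female AMC1) to 36.84 (without 24M AL female AMC72); CR at 24M 8 (without 24M CR male AMC207) to 76 (without 24M CR female AMC25); CR at 24M in males 42 (without 24M AL male AMC76) to 144 (without 24M AL male AMC119); CR at 24M in females 287 (without 24M CR female AMC150) to 591 (without 24M CR female AMC25); correlation of the CR effect between females and males at 6M 0.035 (without 6M CR male AMC7) to 0.179 (without 6M AL male AMC50); correlation of the CR effect between females and males at 16M 0.635 (without 16M CR female AMC152) to 0.823 (without 16M CR female AMC104); correlation of the CR effect between females and males at 24M -0.665 (without 24M CR male AMC207) to -0.41 (without 24M CR male AMC208).
The description field of the 24M AL male AMC76 repeats that of a younger mouse, and CR at 24M in males had 42 calls without it, against 77. After quantile normalization the share of higher calls went from 30.6% to 42.4% for CR at 6M and from 15.7% to 26.9% in females of that age.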

Differences from the paper's values

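The tests behind this part were planned, except for the covariate and the scaled z-ratio, which were chosen after seeing the values. The thresholds were the paper's, but its ANOVA step was not applied here, and its counts cover both parts of the array. A gap is called closed where the value lay within 1.5 times of the paper's. The z-ratios here were larger than the paper's by a factor that differed between comparisons, the slope of the paper's on these being 0.838 to 0.960. With the z-ratio scaled to the study's, chosen after seeing the values, calls from 16 to 24 months were 108 instead of 135 and calls for CR at 24 months in males 55 instead of 77.
Pattern 4 is 27% of the age-changed genes in the paper and was 9.05% here, and no alternative reached the paper's value. Pattern 2 is about 40% in Fig. 2a, read by eye, and was 20.8%; without the 6M AL male replicate AMC50 it was 41.0%; of 30 fits that leave out 1 mouse 5 closed the gap, and no other setting did. AAGs higher at 24 months are 1.14% of clones in the paper's supplement and were 0.627%; an ordinary linear model gave 0.793% and leaving out the 24M AL male replicate AMC119 gave 1.35%. Of 20 fits that leave out 1 mouse 3 closed the gap, and the other alternatives did not.
For CR at 24 months the paper has about 0.56% in Fig. 4a, read by eye, against 0.189%. No filter on the mean z-score gave 0.663%, and the covariate, chosen after seeing the values, 0.627%. Higher on CR were about 0.33% in Fig. 4a, read by eye, against 0.0947%; no filter gave 0.355%, the covariate, chosen after seeing the values, 0.379%, and leaving out the 24M AL female replicate AMC72 0.402%. Of 18 fits that leave out 1 mouse 2 closed each gap, and without the 24M CR female replicate AMC25 the total was 0.900%. The remaining alternatives closed neither.
Between the sexes the paper has about 0.40% in Fig. 5a, read by eye, against 3.54%, and no alternative closed the gap. The caption of Fig. 5a calls those differences age-dependent, while the paper's text takes them regardless of age and diet. The value here pools all ages and diets, so the quantities may be unlike. Among CR mice it has about 2.3% in Fig. 5b, read by eye, against 3.54%. An ordinary linear model gave 3.08%, the covariate, chosen after seeing the values, 2.75%, and leaving out the 16M CR male replicate AMC148 2.36%. Of 26 fits that leave out 1 mouse 12 closed the gap, the other alternatives did not, and no filter on the mean z-score gave 8.04%. Of the Table S5b clones measured here, 30, 18 and 21 have a z-ratio of at least 1.5 in size in the paper at 6, 16 and 24 months. Of these, 8, 2 and 2 had a mean z-score above 0 here.
In 6-month-old females, features higher on CR are about 0.31% in Fig. S2, read by eye, against 0.130%; quantile normalization and the cycle as a block each gave 0.213%, 5 of 10 fits that leave out 1 mouse closed the gap, and the others did not. In males of that age the paper has about 0.39% in Fig. S2, read by eye, against 0.142%. No filter gave 0.533%, the covariate, chosen after seeing the values, 0.414%, and leaving out the 6M AL male replicate AMC50 0.296%. Higher on CR in these males are about 0.21% in Fig. S2, read by eye, against 0.107%. No filter gave 0.213%, the covariate, chosen after seeing the values, 0.237%, and leaving out the 6M AL male replicate AMC51 0.178%. Of 9 fits that leave out 1 mouse 2 closed the gap of all calls and 3 that of the higher ones.
In 24-month-old males the paper has about 2.6% in Fig. S2, read by eye, against 0.911%, and no filter gave 2.79%. Higher on CR are about 1.1% in Fig. S2, read by eye, against 0.533%; no filter gave 1.49% and leaving out the 24M AL male replicate AMC163 0.793%. Of 8 fits that leave out 1 mouse none closed the gap of all calls and 2 closed that of the higher ones, and the other alternatives closed neither.
The paper's share of AAGs reverted by CR is about 28% in males and about 18% in females in Fig. 5d, read by eye, against 10.3% and 0. The covariate, chosen after seeing the values, gave 26.1% and 19.4%. Of 15 fits that leave out 1 mouse in females 1 closed the gap, and without the 24M AL female replicate AMC72 the share was 36.8%. In males none of 13 did, and no other alternative closed either gap. With the covariate, 66 of the 131 calls for CR at 16 months were shared with the 661 made without it. For Ufd1 (Ufd1l in the paper) the z-ratio with CR in 24-month-old males is 0.00 in the paper's supplement and was -1.70.
The paper states that CR at 24 months mostly raised expression; with the sexes pooled 8 features were higher and 8 lower, in females 372 higher and 64 lower (820 and 542 at an unadjusted p under 0.05 from limma), and in males 45 higher and 32 lower. For the CNS in general, the paper lists protein degradation and oxidative stress genes as higher in females. The values here are from hippocampus alone, so the comparison is not like for like. Of 54 ubiquitin-proteasome genes 24 were higher and 30 lower, and Prdx2 and Nfe2l1 were called lower, while Fbxo3 was called higher.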

Other observations

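The exchange of labels within title cycles was chosen only after the result was seen; the other tests of this part were set earlier. Immediate early genes, which report recent neuronal activity, were higher on CR at 24 months in 5 of 5 cases, with a mean difference of 0.074 (camera adjusted p = 0.0038, and adjusted p = 0.0096 with an estimated correlation; fry 0.12). Ier2 had a z-score of -0.29 ± 0.08 (SD, n = 8) on CR and -0.39 ± 0.12 (SD, n = 10) on AL, and Fosl2, Egr1 and Nr4a2 were also higher. The group means of all 4 lay below the array mean. Chance cannot be excluded for the number of lists at this age, which was 1, against 7 in the highest of the other splits. With the cycle as a block the adjusted p was 0.015. At 16 months 5 of 5 were higher too (camera adjusted p = 0.29).
In 24-month-old mice ribosomal protein genes were lower on CR in 45 of 53 cases in females and higher in 39 of 53 cases in males. Between 6 months and 17 to 44 days of age, Eif4e2 was lower at 6 months by a difference of -0.19 (standard error 0.043) and Suox higher by 0.18 (standard error 0.064). Limma gave 0 features at an adjusted p of 0.05 and 407 at an unadjusted p under 0.05, and the development and immature neuron list had a camera adjusted p of 0.8. The median SD between AL mice was 0.130 at 6 months, 0.116 at 16 months and 0.118 at 24 months, a ratio of 0.906 between 24 and 6 months, and 89 of 100 relabellings had one as high.
Other lists from 16 to 24 months on AL, with the camera adjusted p: chaperones 14 higher and 10 lower (0.33), antioxidant genes 6 higher and 17 lower (0.28), cholesterol and fatty acid synthesis 4 higher and 6 lower (0.81), immediate early genes 1 higher and 4 lower (0.25), glucocorticoid-responsive genes 1 higher and 3 lower (0.25), astrocyte markers 3 higher and 6 lower (0.64), oligodendrocyte markers 1 higher and 2 lower (0.7), neuron markers 0 higher and 4 lower (0.065), endothelial markers 1 higher and 6 lower (0.17), choroid plexus markers 5 higher and 4 lower (0.76), sex chromosome genes 3 higher and 2 lower (0.68), development 7 higher and 18 lower (0.065), cell death 4 higher and 8 lower (0.26), amyloid and tau 6 higher and 9 lower (0.081), genes named in the paper 6 higher and 8 lower (0.25).
Labels exchanged within sex, without regard to the title-number cycle, with the real value, the highest of the other splits and, in brackets, the number of splits as large. Where the real value is 0, every split is as large, so the exchange cannot decide and no conclusion is drawn from those entries. Of 52 results, 4 had a share of splits under 0.05, without adjustment for their number, and in 3 of these another split gave a larger value: CR at 16M 661 and 766 (3); CR at 16M in males 599 and 743 (2); correlation of the CR effect between females and males at 16M 0.7642 and 0.7088 (1); correlation of the CR effect between females and males at 24M 0.5809 and 0.6215 (3).
Chance cannot be excluded for: 16M against 6M (adjusted) 0 and 930 (100); 16M against 6M 359 and 789 (18); 24M against 16M (adjusted) 0 and 0 (100); 24M against 16M 135 and 495 (36); AAGs 135 and 495 (36); 24M against 6M (adjusted) 0 and 1018 (100); 24M against 6M 225 and 618 (21); CR at 6M (adjusted) 0 and 536 (100); CR at 6M 36 and 565 (82); CR at 16M (adjusted) 1 and 1410 (8); CR at 24M (adjusted) 0 and 0 (100); CR at 24M 16 and 598 (94); CR at 6M in females (adjusted) 0 and 1 (100); CR at 6M in females 70 and 530 (64); CR at 6M in males (adjusted) 0 and 1 (100); CR at 6M in males 12 and 430 (99); CR at 16M in females (adjusted) 0 and 6 (100); CR at 16M in females 243 and 771 (36); CR at 16M in males (adjusted) 0 and 415 (100); CR at 24M in females (adjusted) 0 and 1 (100); CR at 24M in females 436 and 627 (10); CR at 24M in males (adjusted) 0 and 2 (56); CR at 24M in males 77 and 418 (21); female against male (adjusted) 0 and 14 (100); female against male 299 and 473 (8); female against male among CR mice (adjusted) 0 and 3908 (100); female against male among CR mice 299 and 673 (17); 6M against 1M (adjusted) 0 and 1 (100); CR effect at 16M against 6M (adjusted) 0 and 31 (100); CR effect at 16M against 24M (adjusted) 0 and 1160 (100); CR effect in females against males at 6M (adjusted) 0 and 19 (100); CR effect in females against males at 16M (adjusted) 0 and 20 (100); CR effect in females against males at 24M (adjusted) 0 and 511 (100); 24M against 16M in females against males (adjusted) 0 and 38 (100); pattern 2 20.75 and 98.55 (81); pattern 4 9.051 and 34.67 (27); AAGs reverted by CR at 24M 1.481 and 49.52 (82); AAGs reverted by CR in males 10.29 and 55.28 (42); AAGs reverted by CR in females 0 and 71.52 (100); correlation of the CR effect between females and males at 6M 0.1317 and 0.6394 (67); gene lists past camera, 16M against 6M 0 and 11 (100); gene lists past camera, 24M against 16M 7 and 9 (5); gene lists past camera, 24M against 6M 2 and 8 (48); gene lists past camera, CR at 6M 0 and 7 (100); gene lists past camera, CR at 16M 4 and 10 (22); gene lists past camera, CR at 24M 1 and 7 (60); gene lists past camera, female against male 0 and 8 (100); gene lists past camera, 6M against 1M 0 and 8 (100). Some splits gave several times the real number, and the cause of this was not tested.
Labels exchanged within sex and title cycle, with the cycle as a block. Here too the entries with a real value of 0 cannot decide, since every split is as large. The share was under 0.05 for CR at 16M (adjusted) 752 and 2989 (4). Chance cannot be excluded for: 16M against 6M (adjusted) 0 and 900 (100); 16M against 6M 401 and 691 (14); 24M against 16M (adjusted) 0 and 0 (100); 24M against 16M 146 and 497 (37); 24M against 6M (adjusted) 0 and 1 (100); 24M against 6M 288 and 683 (19); CR at 6M (adjusted) 0 and 2 (100); CR at 6M 41 and 611 (85); CR at 16M 649 and 705 (6); CR at 24M (adjusted) 0 and 0 (100); CR at 24M 31 and 547 (69).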
